# The RNA-Binding Protein ATXN2 is Expressed during Megakaryopoiesis and May Control Timing of Gene Expression

**DOI:** 10.3390/ijms21030967

**Published:** 2020-01-31

**Authors:** Marten Hansen, Sabrina Zeddies, Marjolein Meinders, Franca di Summa, Ewa Rollmann, Floris P.J. van Alphen, Arjan J. Hoogendijk, Kat S. Moore, Melanie Halbach, Laura Gutiérrez, Maartje van den Biggelaar, Daphne C. Thijssen-Timmer, Georg W.J. Auburger, Emile van den Akker, Marieke von Lindern

**Keywords:** MEG-01, megakaryopoiesis, RBP, ATXN2, ATAXIN2, mRNA, translation, ITGB3, PECAM1, hemostasis

## Abstract

Megakaryopoiesis is the process during which megakaryoblasts differentiate to polyploid megakaryocytes that can subsequently shed thousands of platelets in the circulation. Megakaryocytes accumulate mRNA during their maturation, which is required for the correct spatio-temporal production of cytoskeletal proteins, membranes and platelet-specific granules, and for the subsequent shedding of thousands of platelets per cell. Gene expression profiling identified the RNA binding protein ATAXIN2 (ATXN2) as a putative novel regulator of megakaryopoiesis. *ATXN2* expression is high in CD34^+^/CD41^+^ megakaryoblasts and sharply decreases upon maturation to megakaryocytes. ATXN2 associates with DDX6 suggesting that it may mediate repression of mRNA translation during early megakaryopoiesis. Comparative transcriptome and proteome analysis on megakaryoid cells (MEG-01) with differential *ATXN2* expression identified ATXN2 dependent gene expression of mRNA and protein involved in processes linked to hemostasis. Mice deficient for Atxn2 did not display differences in bleeding times, but the expression of key surface receptors on platelets, such as ITGB3 (carries the CD61 antigen) and CD31 (PECAM1), was deregulated and platelet aggregation upon specific triggers was reduced.

## 1. Introduction

Megakaryopoiesis encompasses the commitment of hematopoietic stem cells (HSCs) towards megakaryoblasts (MKBLs) that proliferate and subsequently differentiate to large polyploid megakaryocytes (MKs), ultimately releasing platelets (PLTs) into the blood stream [1,2]. Megakaryopoiesis entails several unique features, including endomitosis [3]. These endomitotic cycles result in the serial duplication of the DNA content of the cell without subsequent cytokinesis, resulting in mature MKs containing a polylobulated nucleus that can reach up to 128N, and enlarged cytoplasm [3,4,5]. Although the expression of key transcription factors is not altered in MKs, expression of genes coding for platelet specific glycoproteins and granules increases [6]. The increase in nuclear material enhances mRNA synthesis capacity, and the increased cell size allows for the production of sufficient proteins and lipid membranes required to produce high quantities of PLTs [7]. Many of the proteins synthesized from this increased mRNA pool are packaged into the various granules released from PLTs upon activation [8]. When MKs reorganize their cytoskeleton during proplatelet formation, the granules are actively accumulated in the newly formed proplatelets. Ultimately, proplatelets are shed into the bloodstream where they circulate and mature into PLTs [9,10]. Upon vascular damage, PLTs interact with the exposed proteins of the subendothelial lining. This triggers signaling cascades, resulting in the activation and subsequent adhesion and spreading of PLTs at the site of damage, which promotes the local coagulation cascade in order to form a stable thrombus and fibrin plug. [11]. 

To understand the mechanism of MKs differentiation including protein production and granule synthesis, we performed gene expression profiling in human megakaryocytic cells (HaemAtlas) [12]. Among putative novel regulators of megakaryopoiesis we detected the RNA binding protein ATAXIN2 (ATXN2). 

ATXN2 [13,14] is a 140 kDa protein that has mainly been studied as a polyglutamine repeat protein in the context of spinocerebellar ataxia type 2 (SCA2) [15] and amyotrophic lateral sclerosis (ALS) [16,17,18,19]. It is part of the LSm family, and thereby linked to RNA processing and metabolism. Genome-wide association studies revealed single nucleotide polymorphisms in the *ATXN2* locus to be associated with an increased risk for thrombotic antiphospholipid syndrome or autoimmune disease [16,20,21].

Considerable progress has been made deciphering the mechanism involved in aggregate formation of polyQ-expanded ATXN2 protein in neurodegenerative disease, but the function of non-CAG repeat expanded ATXN2 remains elusive [22]. Several studies indicate that ATXN2 is involved in regulating mRNA stability and translation [23]. First, structural and functional analysis revealed domains involved in mRNA binding and translational regulation [24,25]. Next, ATXN2 has been described to associate with stress granules [26], the rough endoplasmic reticulum [27] and polyribosomes [28]. Lastly, ATXN2 was reported to promote microRNA-mediated mRNA breakdown [29,30]. In addition to a role in mRNA stability and translation, ATXN2 may control receptor endocytosis, actin filament formation and protein exocytosis [31,32,33,34].

Here, we show how ATXN2 affects the megakaryoid transcriptome and proteome. ATXN2 depletion resulted in deregulation of processes involved in platelet function and hemostasis. PLTs derived from Atxn2-deficient mice were characterized by increased expression of CD31 (Pecam1), more variable expression of other platelet surface markers and reduced aggregation upon specific triggers via the αIIβ3 (CD41(ITGA2B)/CD61(ITGB3)).

## 2. Results

### 2.1. ATXN2 Deficiency Does Not Alter Hematopoietic Lineage Commitment In Vitro

To investigate the role of ATXN2 in megakaryopoiesis, we first determined the physiological expression of ATXN2 protein in distinct stages of human MKs development, from mobilized peripheral blood (MPB), that we defined as: CD34^+^/CD41a^−^ hematopoietic stem and progenitor cells (HSPC), CD34^+^/CD41a^+^ MKBLs, and committed maturing CD34^−^/CD41a^+^ MKs. ATXN2 expression increased from CD34^+^/CD41a^−^ to CD34^+^/CD41a^+^ MKBLs and sharply decreased again during differentiation to CD34^−^/CD41a^+^ MKs (Figure 1A). Next, we used shRNA to deplete *ATXN2* in CD34^+^ HSPC that were subsequently cultured for 5 days towards the megakaryocytic lineage. Two shRNA directed against *ATXN2* (sh93 and sh95) greatly reduced ATXN2 protein expression in CD34^+^ HSPC compared to control shRNA (shc002) (Figure 1B). Knockdown of *ATXN2* did not affect the distribution of CD34^+^ HSPC, CD34^+^/CD41a^+^ MKBLs, and CD34^−^/CD41a^+^ mature MKs compared to shc002 (Figure 1C). CD34^+^ cells transduced with *ATXN2* shRNA or control shRNA gave rise to similar numbers of CD41a^+^ megakaryocytic colonies when seeded in semisolid medium (MegaCult) (Figure 1D). In addition, we observed no difference in the distribution of burst-forming unit erythroid (BFU-E), colony-forming unit erythroid (CFU-E), colony forming unit granulocyte macrophage (CFU-GM) and colony forming unit granulocyte, erythrocyte, monocyte, macrophage (CFU-GEMM) between cells transduced with shc002 or *ATXN2* shRNA (Figure 1E). Taken together, loss of ATXN2 did not influence in vitro hematopoietic lineage fate or early megakaryocytic differentiation. 

### 2.2. ATXN2 Associates with DDX6 and PABP in MKs

During MKs polyploidization the cells expand in volume as they produce granules and the extensive demarcation membrane system (DMS), a prerequisite to produce thousands of PLTs per MK. This process is associated with marked changes in protein expression. ATXN2 contains several domains facilitating binding to both mRNA and proteins to function in mRNA translation depicted in Figure 2A [24,26,28,35]. We first investigated if interactions with known binding partners occurs in megakaryocytic cells. Immunoprecipitations demonstrated association of ATXN2 with poly(A) binding protein (PABP) and the RNA helicase DDX6 in primary human MKBLs (Figure 2B). The DDX6-PABP complex is involved in miRNA-mediated mRNA decay [36]. ATXN2-associated DDX6/PABP-bound mRNA, however, is silenced and not degraded in P-bodies [37]. Accordingly, also in megakaryocytic cells, ATXN2 did not associate with the P-body specific proteins GW182 (an RNAse and marker for P-bodies) and TIA1 (an RNA-binding protein and marker for stress granules) (Figure 2B). Because the association of ATXN2 with DDX6 predicts repression of mRNA translation, we next investigated whether loss of ATXN2 impacts on general protein synthesis. MEG-01 cells were transduced with the same shRNA constructs used for CD34^+^ HSPC (sh93 and sh95 against *ATXN2,* shc002 control) (Figure 2C). Seven days following transduction, there was no change in RNA content upon *ATXN2* loss (Figure 2D), and we also did not observe an effect on total protein content (Figure 2E). MEG-01 cells with or without ATXN2 expression displayed similar proliferation dynamics.

### 2.3. Megakaryocytic mRNA and Protein Homeostasis Regulated by ATXN2

We next investigated whether ATXN2 controls stability or translation of specific mRNAs during megakaryopoiesis. ATXN2 expression was knocked down by shRNA in MEG-01 and samples were harvested 16 days following shRNA transduction for parallel mass spectrometry and RNA-sequencing (Figure 3A). 

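MEG-01 is a human megakaryoblast line derived from chronic myeloid leukaemia in blast crisis. RNA was sequenced from non-transduced cells (NT), from cells with the non-targeting hairpin sh002, and from cells with either of the hairpins against ATXN2, sh93 and sh95. The paper states that transduced cells were under puromycin selection during the culture. NT cells thus differ from sh002 cells in transduction and selection as well as in the hairpin. The methods also describe sorting of the MEG-01 cells on day 16 and do not say whether this included NT cells. Each of the 4 groups had 3 libraries, 12 in all, and the transduced cells were taken 16 days after transduction. Libraries of poly(A) RNA were made with the NEBNext Ultra kit and sequenced on an Illumina HiSeq. The methods name Salmon as the aligner but list parameters of STAR, with hg38 and a UCSC gene annotation, while the submitters' processing notes name FastQC and STAR on hg38, without versions. The authors deposited raw counts per Ensembl gene, of which 29115 genes had no count in any library, and the same counts after DESeq2's variance-stabilizing transformation (VST). The 12 libraries held between 16094367 and 20644855 counts on genes, and those of sh93 held the fewest, with a median of 17044510. Mitochondrial transcripts took between 6.34% and 8.06% of the counts.
The raw counts of 13804 genes with enough counts for edgeR's filterByExpr (10 counts in at least 3 libraries of this depth and 15 in total) were scaled with TMM and fitted in a single edgeR quasi-likelihood model with the 4 groups. Calls were made at an adjusted p under 0.05 (Benjamini-Hochberg). The p-values of single genes measure the spread among the 3 libraries within each group, from the fit over all 12. Neither the paper nor the labels say whether these libraries came from separate cultures. The p-values of gene lists compare genes with other genes. Replicate numbers were not used to pair libraries, since libraries with the same number were no more alike than others, with correlations of their residuals between -0.21 and 0.16. In simulated data with the depth and spread of the comparison of sh95 with sh002, the test recovered 73 of 100 genes changed 1.5-fold and 84 of 100 changed 2-fold, with 11 false calls among 13611 genes. Where 2 genes overlap or are near-identical copies, their reads cannot be told apart in these counts.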

Parallel samples were processed to generate expression profiles of poly-adenylated mRNA (*n* = 3 per condition). Following normalization, relative mRNA levels were calculated as Transcripts Per Kilobase Million (TPM). Desq2 analysis was performed to identify genes with differential mRNA expression between samples transduced with sh93 or sh95, and samples transduced with sh002 (FDR < 0.05) (Figure 3B,C) [38]. In total, 1255 and 1842 genes were differentially expressed upon *ATXN2* depletion, for sh93 and sh95 respectively, with an overlap of 454 genes (Supplemental Tables S1 and S2). 

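Of the 13804 genes tested, 1041 were higher and 1142 lower with sh93 than with sh002, and 1528 were higher and 1707 lower with sh95, at an adjusted p under 0.05 from edgeR's quasi-likelihood test. With upper-quartile factors in place of TMM the balance turned, with 1227 higher and 932 lower with sh93, and 1715 higher and 1578 lower with sh95. Without sh93 replicate 2, the total for sh93 fell from 2183 to 1412 genes. More than 2-fold changes were fewer, with 124 genes higher and 64 lower with sh93, and 95 higher and 167 lower with sh95. Erythroid genes stood among the largest falls with sh95. SLC4A1, the anion exchanger of the red cell membrane, had log2 fold changes of -0.70 with sh93 and -2.42 with sh95 (standard error 0.13, adjusted p = 1.43e-11 from edgeR). Its 3' UTR holds GAAGAGC, a word of the sh002 target, and against NT cells its values were -1.39 with sh93 and -3.11 with sh95. HBB, which encodes β-globin, fell by 1.497 on the log2 scale with sh93 and 2.27 with sh95. HEMGN, a nuclear protein of erythroid cells, fell by 0.97 with sh93 and 2.11 with sh95. The kinase gene PLK2 had log2 fold changes of -2.10 with sh93 and -2.50 with sh95, although it was also lower in NT cells than with sh002 (log2 fold change -1.19, adjusted p = 6.52e-05). FAM83A, whose 3' UTR holds TTTGGTA, a word of the sh95 target, had log2 fold changes of -1.62 and -3.37. Among the largest rises, FEV, an ETS-family transcription factor gene, rose by 1.75 with sh93 and 2.15 with sh95. ITGB7, an integrin β subunit gene, rose by 1.48 and 1.30. The mast cell tryptase gene TPSAB1, a near-identical copy of TPSB2 that may share its reads, rose by 2.20 and 1.36. Against NT cells the value of TPSAB1 was 0.59 with sh93 (adjusted p = 0.00116 from the same test) and -0.25 with sh95 (adjusted p = 0.163). PRSS57, a serine protease gene of neutrophil granules, rose by 2.58 with sh93 and was lower with sh95 (adjusted p = 0.0226). The call for PRSS57 with sh95 was lost without sh002 replicate 1 (adjusted p = 0.110) or 2 (0.0863), or without sh95 replicate 1 (0.0966) or 3 (0.0531).
Of the 937 genes called with both hairpins, 353 were higher with both, 421 lower with both and 163 moved in opposite directions. Independent lists of these lengths would share 115 higher, 141 lower and 255 opposite genes. Without sh002 replicate 1 the overlap was 589 genes, and without sh002 replicate 2 it was 606. Because both comparisons used the same 3 sh002 libraries, separate controls were tried too. When sh93 was compared with NT and sh95 with sh002, 553 genes moved in the same direction and 361 in opposite directions, against 295 and 292 for independent lists. With the controls exchanged these were 497 and 292 genes, against 237 and 235. The receptor tyrosine kinase gene FGFR3 rose by 1.01 with sh93 and had a log2 fold change of -1.18 with sh95.

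**Figure D1:**
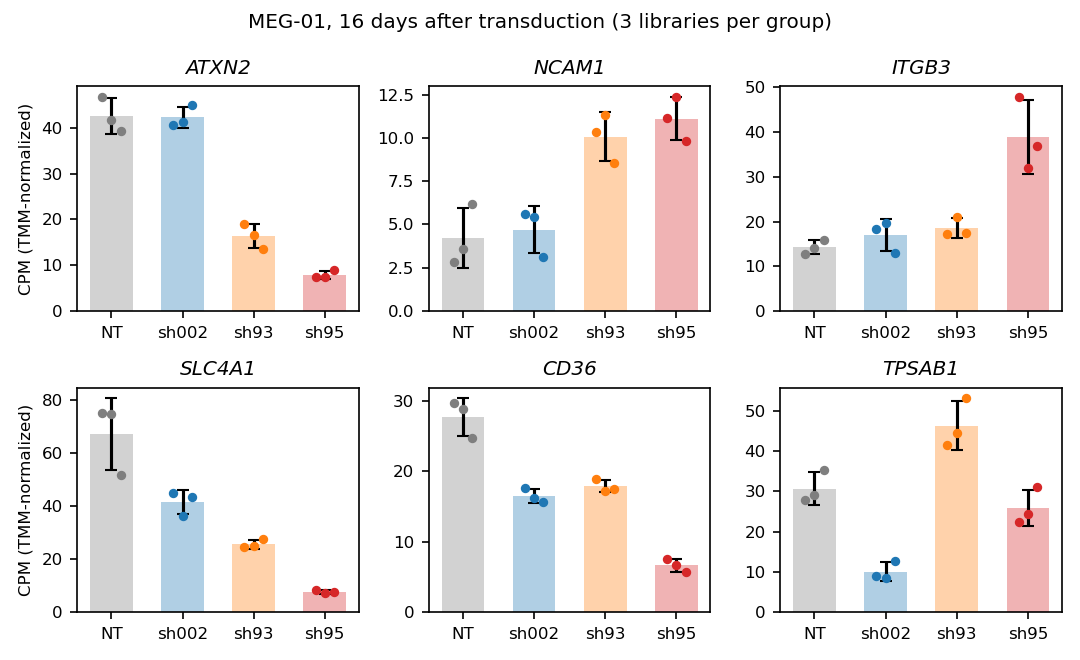
CPM after TMM scaling of ATXN2, NCAM1, ITGB3, SLC4A1, CD36 and TPSAB1 in each library, by group (NT, sh002, sh93 and sh95), with the mean and SD of 3 libraries as a bar and error bar. ATXN2 is lowest with sh95, SLC4A1 falls with sh95 (log2 fold change -2.42), and TPSAB1 is lowest with sh002 (log2 fold change 2.20 with sh93).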

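ATXN2 mRNA was lower with both hairpins. Its level, as TMM-scaled counts relative to library size (CPM), was 42.3 ± 2.28 CPM (SD, n = 3) with sh002, 16.4 ± 2.64 with sh93 and 7.9 ± 0.854 with sh95. The log2 fold change with sh93 was -1.36 (standard error 0.09, adjusted p = 4.90e-09 from edgeR's quasi-likelihood test), which left 38.7% of the mean with sh002. NT cells had 42.6 ± 3.87 CPM, a log2 fold change of 0.01 from sh002 (adjusted p = 0.965 from the same test). ATXN2 encodes ataxin-2, an RNA-binding protein, and its gene (ENSG00000204842) lies on the minus strand of chromosome 12 of hg38, from 111443485 to 111599676. The target of sh95, CCGAAGTGTGATTTGGTACTT, lies in coding sequence across exons 4 and 5 of the canonical transcript, at 111552416 to 111552430 and 111552906 to 111552911. The target of sh93, GCCAAGACATATAGAGCAGTA, lies in coding sequence at 111470741 to 111470742 and 111485271 to 111485289. GENCODE 44 gives 22 protein-coding ATXN2 transcripts, and the whole target is present in 11 of them for sh93 and in 12 for sh95. The first 19 bases of the sh93 target are present in 18. The sequence given for sh002, CAACAAGATGAAGAGCACCAA, has no full match in an annotated human transcript.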

Note that ATXN2 is among the significantly downregulated RNA’s confirming the knockdown using shRNAs. 

Cell lysates that were harvested in parallel with the RNA samples were subjected to mass spectrometry. Differential protein abundancies were determined with moderated t-test using LIMMA. (Figure 3D,E). In accordance with the efficient knock down in CD34^+^ HSPC (Figure 2C), we did not find ATXN2 peptides in cells transduced with sh95, while in sh93 ATXN2 peptides (1/4) were observed but to a significantly lower amount compared to control (Figure 4A,D). Because sh95 gave a stronger reduction in ATXN2 protein and mRNA expression we focused on differential protein expression in sh95 transduced MEG-01 cells. 

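ATXN2 mRNA was lower with sh95 than with sh93. Compared directly, sh95 and sh93 differed by a log2 fold change of -1.06 (standard error 0.12, adjusted p = 4.22e-07 from edgeR's quasi-likelihood test). Against sh002, ATXN2 fell by 2.42 on the log2 scale with sh95 (standard error 0.10, adjusted p = 1.89e-13), to 18.7% of the mean with sh002. Each of the 3 sh95 libraries held less ATXN2 than any of the 3 sh93 libraries.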

Differential expression was calculated with an FDR of <0.05 and an absolute log fold change >1 (Figure 3C, Supplemental Table S3). In contrast to large numbers of differentially expressed transcripts, only 20 proteins were differentially expressed at this statistical threshold. Although we detected >1.000 genes on mRNA level that are differentially expressed, this is often buffered at the protein level, on which we detected 631 of these differentially expressed RNA genes [39,40,41,42,43]. Comparison of differential mRNA expression with the detected proteins indicated that the protein of many differentially expressed transcripts are not significant and/or detected (data not shown). To compare mRNA and protein expression and their regulation between the different samples, we combined the Z-transformed expression data of differentially expressed transcripts (sh95 versus sh002) with Z-transformed expressed proteins in a heatmap with hierarchical ordering of RNA and protein samples in columns, and rows cluster in 6 groups (k = 6, Figure 4A). Only cluster 4 and 6 show upregulation of transcripts with similar protein expression comparing sh002 control and ATXN2 suppression by sh95, suggesting ATXN2 promotes protein expression of genes represented in this cluster (Supplemental Table S4). 

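More genes changed further with sh95 than with sh93. Of the 3235 genes that differed between sh95 and sh002, 2327 (71.9%) had a log2 fold change of the same sign with sh93, but the shared sh002 libraries by themselves favour the same sign. With NT as the control for sh93 the share was 55.3%, and with NT as the control for sh95 it was 58.5% of 2983 genes. The median change of the 3235 genes was 0.34 on the log2 scale with sh95 and, in that direction, 0.10 with sh93 (0.024 against NT), but selecting the genes with sh95 by itself favours sh95. Of the 4481 genes called with either hairpin, 2820 (62.9%) changed more with sh95. Among the genes called in the same direction with both, 178 also differed between sh95 and sh93, counted whichever hairpin gave the larger change. Among the genes called in that way with a mean of at least 50 counts, ranked by the smaller of both changes, PLK2 and FEV came first. SLC4A1 fell more with sh95 than with sh93 (log2 fold change -1.72, standard error 0.14, adjusted p = 4.61e-09 from edgeR's quasi-likelihood test). FGFR3 went the opposite way with each hairpin, with a difference of -2.19 between them (standard error 0.22, adjusted p = 1.48e-07). PLVAP, a gene of endothelial diaphragms, did so too, at 1.02 with sh93 and -1.03 with sh95, although with sh93 it was at -0.14 against NT cells (adjusted p = 0.614).
Across the 13804 genes, which are not independent replicates, the log2 fold changes with sh93 and sh95 had a correlation of 0.434 and a covariance of 0.0526. A shared control alone gave a correlation of 0.485 and a covariance of 0.0177 in simulated groups with no change. With separate controls the correlation was 0.195 (NT for sh93) or 0.088 (NT for sh95), where the simulation gave 0.003.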

The comparison also showed that the two short hairpins used to reduce ATXN2 induced similar up- or downregulation with shRNA95 showing increased deregulated expression compared to shRNA93 which is in accordance with the knockdown levels. 

To identify cellular processes regulated by ATXN2, we analyzed which GO terms were enriched among differentially expressed transcripts (sh002 versus sh95-treated MEG01 cells). Enriched GO terms were visualized with REVIGO [44]. 

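Coagulation genes moved both ways, and most of the platelet granule genes that changed with sh95 were higher. Of 17 measured genes of the coagulation cascade and fibrinolysis, 4 were higher and 1 lower with sh93 (5 and 3 adjusted over the list alone), and 4 were higher and 2 lower with sh95 (4 and 2 adjusted over the list alone). As a list they did not pass the test against other genes (camera with a preset correlation, adjusted p = 0.118 with sh93 and 0.564 with sh95, and with an estimated correlation 0.414 and 0.746). With sh93 they did from DESeq2's statistics (adjusted p = 0.0298). They also passed with sh93 by limma's fry, which tests a list without regard to other genes (adjusted p = 0.0149, and 0.418 with sh95). Camera tests for a shift in a common direction, so a list that moves both ways can escape it. The paper's GO terms also take in platelet genes, and their enrichment among changed genes was not tested here. PROCR, the endothelial protein C receptor, had log2 fold changes of 1.04 with sh93 and 0.75 with sh95 (standard error 0.15, adjusted p = 0.000771 from edgeR's quasi-likelihood test). THBD, thrombomodulin, its partner in protein C activation, with TTTGGTA of the sh95 target in its 3' UTR, fell by 0.83 on the log2 scale with sh95 (standard error 0.14, adjusted p = 7.70e-05), while with sh93 its value was -0.35 (adjusted p = 0.0706). TFPI, an inhibitor of tissue factor, and PROS1, protein S, rose by 0.66 and 0.54 with sh93, and PLAU, the urokinase gene, by 0.62 with sh95.
Of 31 genes of platelet granules and their biogenesis, 5 were higher and 3 lower with sh93 (9 and 3 adjusted over the list alone), and 11 were higher and 5 lower with sh95 (13 and 5 adjusted over the list alone). With sh95 the list was higher than other genes (camera, adjusted p = 0.0373, and 0.142 with an estimated correlation), and with sh93 it was not (adjusted p = 0.271). By fry the list passed with sh93 as well (adjusted p = 0.0476). The call with sh95 was lost without sh002 replicate 3 (adjusted p = 0.0601), sh95 replicate 1 (0.0567) or sh95 replicate 3 (0.0710), with the replicate number as a block (0.0536) and with NT as the control (0.125). MMRN1, multimerin of the α-granule, rose by 0.86 with sh95 (standard error 0.11, adjusted p = 3.64e-06 from edgeR), the growth factor gene PDGFC by 0.99 with sh95 and SPARC by 0.44 with sh95. RAB27A, needed for dense granule secretion, fell by 1.07 and 0.77 on the log2 scale, and its 3' UTR holds a word of both targets, ATAGAGC of sh93 and TTTGGTA of sh95.

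**Figure D2:**
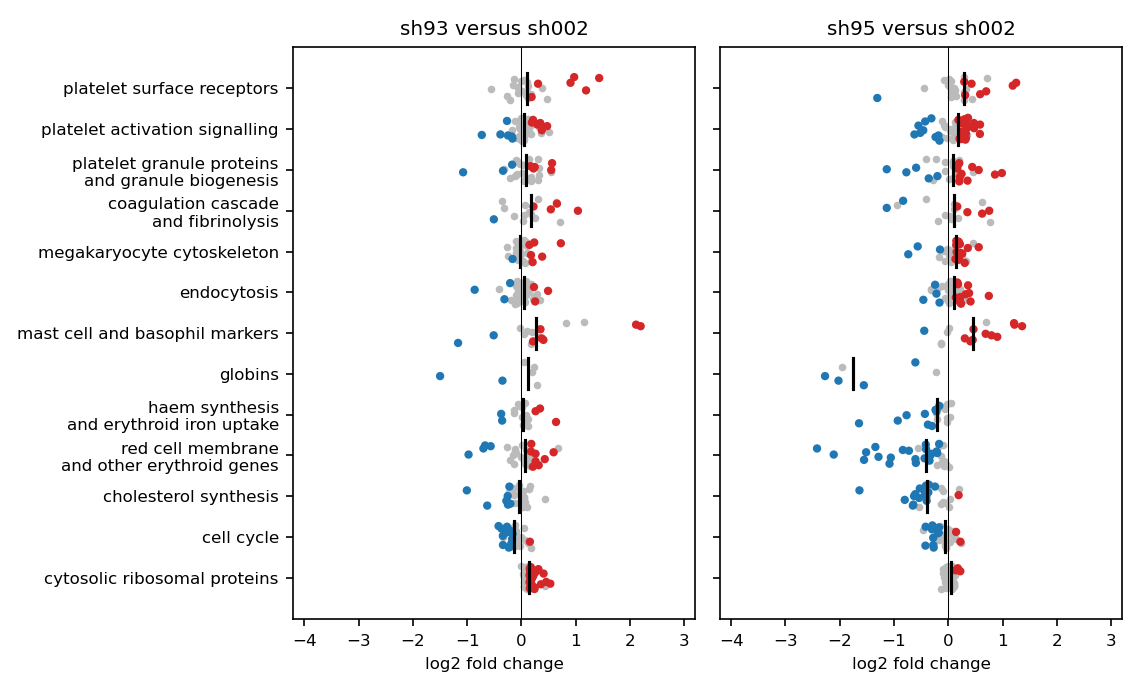
Log2 fold change against sh002 of each measured member of 13 gene lists, with sh93 and with sh95, with genes past the test in red (higher) or blue (lower), others in grey, and the median as a black line. Red cell genes lie mostly under 0 with sh95, with 21 of 31 lower, and of 45 platelet activation genes 19 are higher and 9 lower.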

Amongst the identified affected processes an ordering on semantic space reveals clustering of multiple enriched and related GO terms, e.g coagulation and wounding (Figure 4B, Supplemental Table S5). GO terms are very useful indicators of affected processes, but not always refer to specific processes. “Coagulation and wounding englobe a number of proteins/genes which are either related to the coagulation cascade itself, but also all proteins/genes that have been described as platelet- or megakaryocytic-specific, given the role of platelets in general hemostasis. To get more insight, we further performed string analysis on the GO term “coagulation” enriched proteins/genes to uncover implicated regulators and visualize differential expression (Figure 4C). This uncovered a network of interactions of terms directly related to platelet physiology, including calcium sensitive genes involved in platelet activation. Furthermore, also regulation of receptor activity was also amongst deregulated terms, as we found multiple cell surface receptors to be deregulated including CD36, CD56, ITGB3, F2R, C6orf25 (MPIG6B). 

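Genes of platelet activation changed in both directions with sh95, and calcium-linked genes were among them. ITPR1, the inositol trisphosphate receptor that releases stored calcium, rose by 0.58 with sh95 (standard error 0.06, adjusted p = 2.76e-07 from edgeR's quasi-likelihood test). Its paralog ITPR3 had a log2 fold change of -0.52 (standard error 0.15, adjusted p = 0.0141), a call lost without sh002 replicate 2 (adjusted p = 0.0532) or sh95 replicate 2 (0.0969). The protein kinase C genes moved apart, with PRKCE at 0.58 (adjusted p = 7.62e-06), PRKCA at 0.39 and PRKCB, which calcium also activates, at -0.55 (adjusted p = 1.13e-07). Against NT cells PRKCA with sh95 was at 0.13 (adjusted p = 0.202), and PRKCE, with GAAGAGC of the sh002 target in its 3' UTR, at 0.36 (adjusted p = 0.00149). GNG2, a G protein γ subunit gene, fell by 0.62 on the log2 scale and PIK3CB, a phosphoinositide kinase gene with TTTGGTA of the sh95 target in its 3' UTR, by 0.46. Of 45 measured genes of platelet activation signalling, 19 were higher and 9 lower with sh95 (21 and 11 adjusted over the list alone). This list was higher than other genes with sh95 (camera, adjusted p = 0.00945, and 0.0901 with an estimated correlation). With sh93, 6 were higher and 6 lower (9 and 6 adjusted over the list alone, camera adjusted p = 0.19, fry adjusted p = 0.0298).
Of the genes coloured in the network of Fig. 4C, 31 were tested with sh95, and of these 17 were higher and 13 lower as drawn. FYN, a Src-family kinase gene drawn as lower, was at 0.32 (standard error 0.06, adjusted p = 0.000365 from edgeR), and at 0.16 against NT cells (adjusted p = 0.0643). ILK and HBE1 had too few counts to be tested. The study chose these genes on the same libraries, so their calls are not independent evidence. Many of them, such as ITPR1 and PRKCB, are also members of the activation signalling list, whose test is therefore in part not independent.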

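Most of the platelet receptor genes that changed with sh95 were higher, apart from CD36. ITGB3, the integrin β3 subunit, rose by 1.19 with sh95 (standard error 0.13, adjusted p = 5.59e-07 from edgeR's quasi-likelihood test) and was at 0.13 with sh93 (standard error 0.14, adjusted p = 0.613). NCAM1, which encodes CD56, rose by 1.09 with sh93 (standard error 0.20, adjusted p = 0.000626) and 1.23 with sh95 (standard error 0.20, adjusted p = 6.73e-05). Its 3' UTR holds GAAGAGC, a word of the sh002 target, but against NT cells NCAM1 was also higher, by 1.26 with sh93 and 1.40 with sh95. F2R, the thrombin receptor PAR-1, rose by 0.59 with sh95 (standard error 0.07, adjusted p = 1.08e-06) and was at 0.19 with sh93 (adjusted p = 0.0757), a value that passed the test without sh93 replicate 3 (0.0269). MPIG6B, an inhibitory receptor, rose by 0.31 with sh93 and 0.43 with sh95 (standard error 0.05, adjusted p = 4.05e-07), but against NT cells it was at 0.09 with sh93 (adjusted p = 0.218). CD36, a scavenger receptor for lipoproteins and thrombospondin, fell by 1.31 on the log2 scale with sh95 (standard error 0.11, adjusted p = 5.38e-09) and was at 0.12 with sh93 (adjusted p = 0.448). NT cells had more CD36 than sh002 cells (0.75), so that against NT its value with sh93 was -0.63 (adjusted p = 3.41e-05).
GP6, the collagen receptor glycoprotein VI, rose by 0.70 with sh95 (standard error 0.06, adjusted p = 1.91e-08). Of 25 measured platelet surface receptors, 6 were higher with sh93 and the other 19 did not pass the test (7 and 1 adjusted over the list alone), and 7 were higher and 1 lower with sh95 (8 and 1 adjusted over the list alone). The list was higher than other genes with sh95 (camera, adjusted p = 0.00715, and 0.118 with an estimated correlation), and with sh93 the values were 0.118 and 0.422. By fry the list passed with sh93 (adjusted p = 0.0391).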

From these, especially ITGB3, F2R(PAR-1) and C6orf25 are of particular interests because these are directly implicated in platelet aggregation [45,46,47]. Most of these receptors were, however, not detected by mass spectroscopy and are not represented in the heatmap except for ITGB3 (cluster 4; Figure 4A). In addition to the receptors, multiple downstream signaling intermediates involved in platelet function were differentially expressed. 

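VAV1, VAV3, AP3B1 and PTPN6 were higher with sh95 by small amounts. VAV1 and VAV3 rose by 0.34 (standard error 0.05, adjusted p = 3.14e-05 from edgeR's quasi-likelihood test) and 0.36 (standard error 0.05, adjusted p = 2.87e-05). Their paralog VAV2 had a log2 fold change of -0.31 with sh95 (standard error 0.08, adjusted p = 0.00921), a call lost without sh002 replicate 3 (adjusted p = 0.0559) or sh95 replicate 3 (0.0514). With sh93, VAV1 was at 0.08 (adjusted p = 0.345) and VAV3 at 0.03 (adjusted p = 0.804), while against NT cells they were at 0.20 (adjusted p = 0.00944) and 0.25 (adjusted p = 0.00306). VAV3 holds GAAGAGC of the sh002 target in its 3' UTR, and with sh95 it was at 0.59 against NT cells (adjusted p = 3.11e-08). AP3B1, a subunit of the adaptor complex that sorts cargo to dense granules, rose by 0.20 with sh95 (standard error 0.05, adjusted p = 0.00229) and was at 0.05 with sh93 (adjusted p = 0.468). PTPN6, the phosphatase SHP1, rose by 0.35 with sh93 and 0.47 with sh95 (standard error 0.05, adjusted p = 7.56e-07), but NT cells also had more of it than sh002 cells (0.40). Against NT cells PTPN6 was at -0.05 with sh93 (adjusted p = 0.599) and 0.08 with sh95 (adjusted p = 0.346). ILK, the integrin-linked kinase, had between 1 and 9 counts per library and was not tested. It lies on chromosome 11 of hg38 from 6603708 to 6610874, and 78.5% of its exon bases are shared with annotated genes on the opposite strand.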

Among those were ILK (Integrin Linked Kinase), VAV1 and VAV3 (cluster 4; Figure 4A), AP3B1 (Adaptor Related Protein Complex 3 Subunit Beta 1), and PTPN6 (Protein Tyrosine Phosphatase Non-Receptor Type 6, also known as SHP1) (cluster 5, Figure 4A; Supplemental Table S4). 

RNA and protein expression of a small selection of these genes was compared between two levels of ATXN2 knock down (by sh95 and sh93). The level of knock down of ATXN2 corresponded to the level of deregulated gene expression (Figure 4D,E).

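The genes of Fig. 4E had their largest changes with sh95, the hairpin that left less ATXN2 mRNA. In the deposited VST values, on a log2-like scale, ATXN2 was at 10.49 ± 0.08 in NT cells, 10.49 ± 0.05 with sh002, 9.81 ± 0.10 with sh93 and 9.45 ± 0.05 with sh95 (SD, n = 3 libraries in each group). ITGB3 was at 9.74 ± 0.06 in NT cells, 9.83 ± 0.13 with sh002, 9.89 ± 0.07 with sh93 and 10.41 ± 0.17 with sh95. ITPR1 was at 10.40 ± 0.01 in NT cells, 10.44 ± 0.08 with sh002, 10.54 ± 0.03 with sh93 and 10.79 ± 0.03 with sh95. VAV1 was at 11.16 ± 0.04 in NT cells, 11.25 ± 0.03 with sh002, 11.30 ± 0.04 with sh93 and 11.49 ± 0.05 with sh95, and VAV3 at 10.90 ± 0.01 in NT cells, 11.06 ± 0.04 with sh002, 11.07 ± 0.05 with sh93 and 11.31 ± 0.06 with sh95. From the raw counts, the log2 fold change between sh95 and sh93 was 1.06 for ITGB3 (standard error 0.13, adjusted p = 2.93e-06 from edgeR's quasi-likelihood test), 0.40 for ITPR1 (adjusted p = 4.03e-05), 0.26 for VAV1 (adjusted p = 0.000518) and 0.34 for VAV3 (adjusted p = 6.64e-05). With sh93, the log2 fold change of ITPR1 against sh002 was 0.18 (standard error 0.06, adjusted p = 0.0557), and without sh002 replicate 2 it passed the test (adjusted p = 0.0110). ITGB3, VAV1 and VAV3 did not pass the test with sh93 against sh002. From the RNA and protein of such genes with sh95 and sh93, the paper concludes that the level of deregulated expression corresponded to the level of the ATXN2 knockdown.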

### 2.4. Atxn2 Affects Megakaryopoiesis on the MKBLs Stage In Vivo

To further examine the function of ATXN2 in megakaryopoiesis and thrombopoiesis, we investigated aspects of megakaryopoiesis and platelet function in *Atxn2* deficient mice (*Atxn2^−/−^*). These mice present with smaller litters, a segregation distortion with more male than female offspring and increased body weight [48,49]. *WT* and *Atxn2^−/−^* mice yielded similar numbers of total BM cells (Figure 5A). Megakaryopoiesis was assessed by side scatter distribution and surface marker expression, which allows to discern 5 stages (Figure 5B) [50]. This showed a decrease of stage IV MKs within the nucleated cell fraction in *Atxn2^−/−^* mice (Figure 5C). Stage IV corresponds with human MKBLs, in which we found high ATXN2 expression (Figure 1A). No significant differences in the cell surface expression of the megakaryocytic/hematopoietic markers CD42b, CD61, CD9 and c-kit was detected on BM MKs, although an upward trend was visible for CD42b, CD9 and a downward trend for CD61 (Figure 5D). 

### 2.5. Atxn2 Deficiency Causes a Platelet Aggregation Defect In Vitro

Because the RNA-seq and proteomics data suggest an unbalanced expression of components of the ITGB3 signaling pathway in megakaryoid cells, we evaluated platelet function in *Atxn2^−/−^* and *WT* mice. Bleeding times were similar. Platelet count, mean platelet volume as well as red and white blood cell counts were not significantly changed between *Atxn2^−/−^* and *WT* animals (Figure 6A). To measure the efficiency of platelet aggregation, PLTs from *Atxn2^−/−^* and *WT* mice were activated with four specific agonists and microaggregation was measured by flow cytometry following a time course as described [51]. Aggregation of Atxn2^−/−^ and WT PLTs was comparable upon addition of botrocetin, which induces signaling via the von Willebrand Factor (vWF) receptor complex containing the glycoproteins (GP) GPIBA and GPIBB (CD42b and CD42c), GPV (CD42d), and GPIX (CD42a), or collagen, which binds GPVI and integrin αIIβI. In contrast, aggregation of *Atxn2^−/−^* PLTs was reduced 2-fold compared to *WT* PLTs upon addition of the αIIbβ3 integrin (ITGA2B or CD41 and ITGB3 or CD61) agonist PMA and almost 4-fold in response to the Clec-2 agonist Aggretin A, which induces platelet aggregation via intracellular activation of the αIIbβ3 integrin. This suggests that both αIIbβ3 integrin ouside-in and inside-out signaling is compromised in Atxn-/- platelets, albeit αIIbβ3-dependent aggregation was not completely ablated (Figure 6B). *Atxn2^−/−^* PLTs presented still fully functional responses via the vWF (agglutination) and collagen (aggregation) receptors, compared to WT. To investigate whether the unbalanced aggregation profile of Atxn2-/- platelets could be due to dysregulated receptor surface expression, we analyzed resting PLTs from *Atxn2^−/−^* and *WT* mice by flow cytometry for expression of the most abundant platelet receptors. Expression of all tested antigens was mostly similar in *Atxn2^−/−^* PLTs compared to *WT*, although subject to variation (CD42 and ITGB3). Only CD31 expression was 30% increased (Figure 6C). Increased CD31 expression has been implicated in aberrant platelet aggregation, as it affects αIIbβ3 integrin stimulation [52]. 

## 3. Discussion

The burst of platelet production by MKs requires that the production of platelet and thereby platelet proteins, is well controlled in space and time. Previous transcriptome analysis revealed a putative novel regulator of megakaryopoiesis: the RNA binding protein ATXN2. Here we showed that ATXN2 is expressed in MKBLs and downregulated upon terminal MKs differentiation. ATXN2 is associated with DDX6 and PABP, but not with the P-body specific proteins TIA-1 and GW182 that direct mRNA degradation, which suggests that ATXN2 may repress mRNA translation as described in other cell types. Depletion of *ATXN2* in the MKBLs cell line MEG-01 deregulated mRNA expression of genes important for platelet physiology, without major effect on protein composition. 

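Most of the cytoskeletal genes of megakaryocytes that changed with sh95 were higher, and transcription factors of the lineage moved both ways. Of 30 measured cytoskeletal genes, 6 were higher and 1 lower with sh93 (6 and 2 adjusted over the list alone), and 13 were higher and 3 lower with sh95 (15 and 4 adjusted over the list alone). As a list they were higher than other genes with sh95 (camera, adjusted p = 0.00715, 0.0674 with an estimated correlation, and 0.237 with NT as the control) and not with sh93 (adjusted p = 0.689). FLNA, filamin A, which anchors platelet glycoproteins to actin, rose by 0.20 with sh95 (standard error 0.05, adjusted p = 0.00472 from edgeR's quasi-likelihood test), but against NT cells it was at -0.10 (adjusted p = 0.15). The myosin light chain gene MYL12A rose by 0.21 with sh95 (standard error 0.05, adjusted p = 0.00272), and was at 0.08 against NT cells (adjusted p = 0.305).
Of 27 megakaryocyte-erythroid transcription factors, 3 were higher and 5 lower with sh93 (5 and 5 adjusted over the list alone), and 6 were higher and 6 lower with sh95 (6 and 7 adjusted over the list alone). The list as a whole did not pass the test (camera, adjusted p = 0.693 and 0.714, and 0.758 and 0.78 with an estimated correlation). FLI1, which drives megakaryocyte genes, rose by 0.53 with sh95 (standard error 0.05, adjusted p = 1.43e-07), and KLF1, which drives erythroid genes, fell by 0.53 on the log2 scale (standard error 0.06, adjusted p = 1.20e-06). GFI1B, a repressor needed in both lineages, fell by 0.47 with sh95. GATA1 rose by 0.16 with sh95 (adjusted p = 0.0254), a call lost without sh002 replicate 1 (adjusted p = 0.105), 2 (0.0592) or 3 (0.0576) or sh95 replicate 2 (0.139), and against NT cells it was at -0.04 (adjusted p = 0.644).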

Mice lacking *Atxn2* exhibit a decrease in type IV megakaryoid cells, which corresponds to the cell type with the highest *ATXN2* expression in vitro. Despite this decrease in type IV megakaryoid cells, the next stage of maturation seems unaffected by the level of Atxn2, at least in cell abundance. This could be the effect of feedback control at the other stages of megakaryopoiesis. It could also be that Atxn2 deficiency causes rapid transition through stage IV and subsequent increased proliferation in stage V. Better insight into stage specific effects of Atxn2 is required to explain the observed change in cell frequencies. Premature expression of late megakaryoid proteins may enhance maturation of stage IV cells and thereby reduce the relative number of stage IV cells. The reduced αIIbβ3-mediated platelet aggregation observed in ATXN2 deficient mice may be caused by an unbalanced expression of functional proteins among which key signaling molecules, as we were able to show that αIIbβ3 integrin mediated platelet aggregation is impaired upon stimulation with PMA (outside-in signaling) or with Aggretin A (inside-out signaling, via CLEC2 receptor activation). 

ATXN2 binds AU-rich elements in the 3’ UTR of mRNA, and interacts with the RNA-binding proteins PABP and DDX6 [22,36,37]. This prompted us to investigate the effect of ATXN2 on mRNA and protein expression. We used the MEG-01 megakaryoblast cell line in which after 16 days analyzed for transcriptional and protein alternation. The advantage of this model is the abundant availability of cells that are a relative homogenous population compared to primary cells and the possibility to select for cells expressing the knock down vectors. We realize our approach does not cover the effects on megakaryocytes and the aspects of thrombopoiesis in this setting. In addition, the selection process and the analysis at day 16 post transduction imply that we examine cells in which gene expression is affected as a response to changes in ATXN2 target genes. Many targets may be indirect targets, regulated at transcriptional level and not at mRNA stability or translation. Thus, it is not surprising that mRNA and protein expression do not mirror each other.

The function of many differentially expressed transcripts is associated with wound healing, platelet function, and coagulation (as referred to in GO Term databases). Moreover, many of these genes are upregulated following ATXN2 knock down. This supports the hypothesis that ATXN2 suppresses the expression of proteins present in PLTs. 

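Platelet and megakaryocyte genes changed more often than other genes, and most of those that changed were higher. The 5 lists of platelet receptors, granules, coagulation, activation signalling and megakaryocyte cytoskeleton were joined into 145 genes after the data were seen. With sh95, 53 of these were higher and 19 lower than with sh002, so that 49.7% changed, against 23.2% of all other genes tested (odds ratio 3.27, Fisher's exact test, two-sided p = 6.77e-12). Of those that changed, 73.6% were higher, against 46.6% of the other changed genes (odds ratio 3.19, Fisher's exact test, p = 6.38e-06). With sh93, 26 were higher and 11 lower, and 70.3% of the changed genes were higher, against 47.3% of the others (odds ratio 2.63, Fisher's exact test, p = 0.00718). Against NT cells, 54 of the genes were higher and 22 lower with sh95, and 33 were higher and 20 lower with sh93. The control groups differed in such genes too, with 18 higher and 13 lower in NT cells than with sh002, so that 21.4% changed, against 5.92% of other genes (odds ratio 4.32, Fisher's exact test, p = 5.86e-10). Genes within a list are not independent, which Fisher's test leaves out. The lists also hold most of the genes coloured in Fig. 4C, which the paper picked as changed in these same libraries. The shares and tests of the lists are therefore in part not independent evidence. Without sh93 replicate 2 the genes changed with sh93 fell from 37 to 22, and without sh002 replicate 2 to 24. ITGB3, GP6, ITPR1 and MMRN1 stood among the higher genes with sh95, and CD36, PRKCB and RAB27A among the lower.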

Given the observation that ATXN2 is abundantly expressed in megakaryoblasts, the MEG-01 may be the correct cell stage to probe ATXN2 function. Identification of direct targets of ATXN2 in megakaryoblasts would require precipitation of ATXN2-RNA complexes, which was beyond our possibilities. 

Bleeding time and platelet numbers were unaffected in Atxn2-deficient mice. Firstly, bleeding times may be more dependent on fibrin clot formation, and platelet numbers are restricted by the availability of TPO (thrombopoietin). Feedback control between the number of PLT and TPO production will retain a proper balance when PLT formation is disturbed. The function of PLT was altered in Atxn2-deficient mice. Platelet aggregation in response to specific agonists was reduced, mainly upon Aggretin A, which induces aggregation via CLEC2 and subsequent αIIbβ3 activation. 

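ITGA2B and ITGB3, the genes of the αIIbβ3 integrin, both lie on chromosome 17 of hg38, and of these ITGB3 changed with sh95. ITGA2B lies from 44372180 to 44389649 and ITGB3 from 47253827 to 47313743, where 33.2% of the exon bases of ITGB3 are shared with another annotated gene on the same strand. ITGB3 was at 14.3 ± 1.58 CPM (SD, n = 3) in NT cells, 17 ± 3.54 with sh002, 18.6 ± 2.17 with sh93 and 38.9 ± 8.21 with sh95. ITGA2B was at 1564 ± 29.9 CPM with sh002 and 1678 ± 61.8 with sh95. The log2 fold change of ITGA2B was 0.10 with sh95 (standard error 0.06, adjusted p = 0.246 from edgeR's quasi-likelihood test) and -0.05 with sh93 (adjusted p = 0.61). Against NT cells ITGA2B was at -0.28 with sh93 (adjusted p = 0.00263).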

The αIIbβ3 integrin receptor is a heterodimer between ITGA2B and ITGB3, the latter being upregulated at protein and mRNA level when *ATXN2* is depleted. However the surface expression of CD41 and ITGB3 measured by flow cytometry did not differ between *WT* and *Atxn2*^−/−^ PLTs. Controlled receptor transport to the cell surface may maintain ITGB3 cell surface expression even at higher intracellular expression levels. In contrast, CD31 surface receptor expression increased significantly. It has been previously shown that clustering of CD31 negatively influences platelet aggregation upon activation by ADP, cross-linked collagen and thrombin [52,53]. However, we did not detect altered collagen responses. Together, this may indicate that deregulation of intracellular signaling rather than receptor levels may underly the aggregation properties of platelets in Atxn2-deficient mice. Among the molecules implemented in the GO term “coagulation” that were up (32) down (22) regulated were F2R, VAV1,C6orf25 and ITGB3, which are relevant for platelet physiology [45]. Thus, aberrant surface receptor expression of CD31 and deregulated total expression of ITGB3 could lead to a decreased aggregation in response to PMA and Aggretin A, in conjunction with C6orf25, F2R and VAV1 dysregulation, that are needed for the response to these stimuli. 

## 4. Conclusions

Loss of Atxn2 affects the platelet aggregation capacity profile, however, general hemostasis is unaffected. ATXN2 contributes to megakaryopoiesis during the MKBLs stage when mRNA translation needs to be repressed until further maturation towards MKs is initiated. Depletion of ATXN2 leads to minor deregulations in protein expression, which affects signaling proteins in PLTs, and thereby their aggregation potential The role of ATXN2 in the regulation of homeostasis is subtle, but alterations in ATXN2 expression may be directly involved in hemostasis.

## 5. Methods

### 5.1. Analysis of Mouse Blood and Bone Marrow

Blood was drawn from Atxn2 knockout (*Atxn2^−/−^)* ^33^. and wildtype (*WT*) animals by retroorbital puncture using heparin-coated glass capillaries (Hirschmann, Eberstadt, Germany), and collected in heparin-coated vials. Blood parameters were determined on a scil Vet abc Plus+ instrument (scil animal care, Oostelbeers, the Netherlands). Platelet rich plasma (PRP) was separated by centrifuging the blood 15 min at 50 g. To analyze platelet aggregation, PLTs were split into two separate tubes, labelled with different fluorochromes, mixed. Samples were analyzed by flow cytometry for association of fluorochromes as described [51]. 

BM was harvested from mice anesthetized using Isofluran (Baxter, Unterschleissheim, Germany) and sacrificed by perfusion with 4% paraformaldehyde. This procedure was followed because other tissues were analyzed for independent studies. Following perfusion, femurs were isolated, crushed and bone marrow (BM) cells were resuspended in PBS + 0.1% HSA. BM suspensions were passed through a cell strainer (VWR, Amsterdam, the Netherlands) and counted on a Casy Cell Counter (Roche, Woerden, the Netherlands). Cells from blood or BM were stained with cMpl (Santa Cruz, Heidelberg, Germany), Clec-2 (AbD Serotec, Pucheim, Germany), CD9-PE (Abcam, Cambridge, GB), CD61-FITC, CD41-PE, KIT PerCPCy5.5, (BD Biosciences, Allschwil, Switzerland); CD42a-FITC, CD42b-DL649, CD42c-FITC, CD42d-FITC (Emfret, Eibelstadt, Germany); CD31 PE-Cy7 (Abcam, Cambridge, UK) using a 1:1000 dilution for all antibodies. samples were measured using a flow cytometer (LSRII + HTS, BD Biosciences, Allschwil, Switzerland) and data were analyzed with FlowJo software version 9.2 (Tree Star Inc., Ashland, OR, USA). 

### 5.2. Human CD34^+^ Cultures and Cell Lines

MEG-01 were cultured in RPMI 1640 (Gibco) supplemented with 20% FSC, 50 U/mL penicillin-streptomycin, L-glutamin 2 mM (ThermoFisher Scientific, USA). Mobilized peripheral blood was provided by the Sanquin Laboratory for Cell Therapy and obtained from leukopheresis material of healthy donors treated with G-CSF (2 × 5 µg/kg/day subcutaneously, Filgastrim, Amgen, Breda, The Netherlands) as described [54]. Informed consent was given in accordance with the Declaration of Helsinki and the Dutch national and Sanquin internal ethical review boards. For MKs cultures, CD34^+^ cells were cultured in CellGro medium (CellGenix, Frankfurt, Germany) supplemented with TPO (N-plate, Amgen, Breda, the Netherlands) and IL-1β (PeproTech, Heerhugowaard, the Netherlands). At designated time-points, cultures were sorted for CD34 and CD41 expression, using the antibodies specified above, on an Aria II cell sorter (BD Biosciences, Allschwil, Switzerland). For phenotypic analysis, cells were fixed with 1% PFA, washed with PBS + 0.05% BSA + 0.05M EDTA and incubated with CD34 Pe-Cy7, CD41 APC or CD42b APC (all BD Biosciences, Allschwil, Switzerland). Samples were measured with flow cytometry (LSRII + HTS, BD Biosciences, Allschwil, Switzerland). For ATXN2 expression level during megakaryopoiesis, cell were cultured in the presence of TPO and IL-1β and cell sorting was performed after 7 days of culture to obtain CD34^+^/CD41^-^ and CD34^+^/CD41^+^ fractions. Subsequent culture of the CD34^+^/CD41^+^ fraction resulted in a sample of terminally differentiated CD41^+^ cells.

### 5.3. Lentivirus Production and Lentiviral Transduction

The lentiviral knockdown vector SIN.PPT.CMV.GFP.U3*Nhe*1 and puro pLKO.1 was a kind gift of N.A Kootstra (Academic Medical Center, Amsterdam, The Netherlands) [55]. We cloned a cassette containing the short hairpin RNA (shRNA) sequence under the control of a U6 promoter. The shRNA sequences used against *ATXN2* were sh93: GCCAAGACATATAGAGCAGTA, sh95: CCGAAGTGTGATTTGGTACTT and as a non-targeting shRNA control (shc002) CAACAAGATGAAGAGCACCAA was used. All cloned short hairpins were verified by sequencing.

Lentiviral particles were produced in 293T cells using the third generation system and subsequent transduction of CD34^+^ PBMC or MEG-01 cells was carried out as described before [54]. CD34^+^ were then seeded into megakaryocytic liquid cultures or used for colony formation assays. Megacult colony formation assay (Stem Cell Technologies, Grenoble, France) and Colony Gel colony formation assay (Cell Systems, Frankfurt, Germany) were carried out according to the manufacturer’s specifications. MEG-01 for mass spectrometry and RNA sequencing were sorted 16 days after transduction, without prior fixation. 

### 5.4. Immunoprecipitation and Immunodetection

Immunoprecipitation was carried out on protein extracts from CD34^+^/CD41^+^ MKBLs. Cells were lysed in NP-40 buffer (20 mM Tris pH 8.0, 137 mM NaCl, 2 mM EDTA, 10% Glycerol, 1% NP-40), supplemented with protease inhibitor cocktail (Roche, Woerden, The Netherlands) and 25 U/ml benzonase (Merck, Darmstadt, Germany). 5 μl of ATXN2 antibody (BD Biosciences, Allschwil, Switzerland) or IgG control antibody (Sanquin, Amsterdam, The Netherlands) was added to the lysate and incubated overnight at 4 °C. The next day, sepharose beads (Pierce, Rockford, IL, USA) were added and incubated for at least 6 hours. Beads were then washed three times with NP-40 lysis buffer and eluted using SDS sample buffer. Samples were loaded on a 10% precast gel (Thermo Scientific, Waltham, MA, USA) and transferred onto nitrocellulose membranes using iBlot (Invitrogen, Bleiswijk, The Netherlands). Membranes were probed with ATXN2 (BD Biosciences, Allschwil, Switzerland), DDX6 (Novus Biologicals, Littleton, CO), PABP (Abcam, Cambridge, GB) and TIA-1 (Santa Cruz, Heidelberg, Germany). Secondary anti mouse-HRP antibody or anti rabbit-HRP antibody (both Dako, Glostrup, Denmark) was applied and membranes were developed by Enhanced Chemiluminescence (Pierce, Rockford, IL, USA).

### 5.5. Mass Spectrometry

Non transduced, sh002, sh93 and sh95 transduced MEG-01 cells cultured for 16 days after transduction were subjected to mass spectrometry (samples for RNA collected parallel). Eluted peptides were processed as described [56]. Samples were subjected to mass spectrometry using label-free quantification. All data was processed with MaxQuant for peptide identification and quantification [57]. Downstream statistical analysis was performed with R 3.5.3. All proteins matching the reverse database, potential contaminants, and those only identified by site were filtered out. To be considered for analysis, a protein had to be detectable within all replicates of at least one sample group (non-transduced and sh002 or sh93 and sh95). Prior to statistical analysis, a log2 transformation was performed. Missing values were imputed from the normal distribution with a width of 0.3 and a downshift of 1.8 [58]. Differential protein expression was determined using LIMMA for sh002 versus sh93 and sh95 with an adjusted *p* value of >0.05 and an absolute log fold change >1. 

### 5.6. RNA-Sequencing

Non-transduced, sh002, sh93 and sh95 transduced MEG-01 cells cultured for 16 days after transduction were subjected to RNA-sequencing (samples for mass spectrometry collected parallel). RNA expression by total mRNA sequencing was performed by Novogene Co., LTD (Cambridge, UK). Briefly, library preparation was performed using the NEB Next® Ultra™ RNA Library Prep Kit (New England Biolabs, Ipswich, MA, USA) and enriched using oligo(dT) beads. Isolated mRNA was fragmented randomly in fragmentation buffer, followed by cDNA synthesis using random hexamers and reverse transcriptase. After first-strand synthesis, a custom second-strand synthesis buffer (Illumina, San Diego, CA, USA) was added with dNTPs, RNase H and *Escherichia coli* polymerase I to generate the second strand by nick-translation. The final cDNA library is ready after a round of purification, terminal repair, A-tailing, ligation of sequencing adapters, size selection and PCR enrichment. The complete library was sequenced using Illumina HiSeq 2500 (2 × 150bp, paired end). Sequence quality was confirmed using Fastqc (Babraham Bioinformatics, Cambridge, UK). Spliced Transcripts Alignment to a Reference (Salmon [59]) was used to align the sequences to the human hg38 genomic reference sequence, using the following parameters: --outFilterMultimapNmax 20, --outFilterMismatchNmax 1, --outSAMmultNmax 1, -outSAMtype BAM SortedByCoordinates, quantMode GeneCounts, -outWigType wiggle, -outWigStrand Stranded, --outWigNorm RPM. A .gtf file accessed from the UCSC genome browser on August-2018 was passed to Salmon [59]. RNA expression levels were normalized using size factors calculated by DESeq2 [38].

### 5.7. Gene Ontology Term Enrichment Analysis

Enrichment of gene ontology (GO) terms based on biological processes, molecular functions and cellular components was performed with R package bioMaRt [60]. Visualization of significant GO Terms was done with the REVIGO web tool [44]. This summarizes GO terms by finding a representative subset of terms that relies on semantic similarity measures. Significant GO terms were plotted with their respected *p* values and an allowed similarity of 0.7.The full lists of GO Terms is provided in Supplementary Table S5. STRING analysis of significantly found genes within a GO Terms were with a confidence of 0.7 extracted from (string.org, version 11.0 [61]). Cytoscape 3.5.1 was used to visualize the interaction networks [62]. 

### 5.8. Data Accessibility

RNAseq raw data is accessible through https://www.ncbi.nlm.nih.gov/geo/ under GSE131308. Raw mass spectrometry data is accessible through ProteomeXchange with identifier PXD015823.

## Figures and Tables

**Figure 1:**
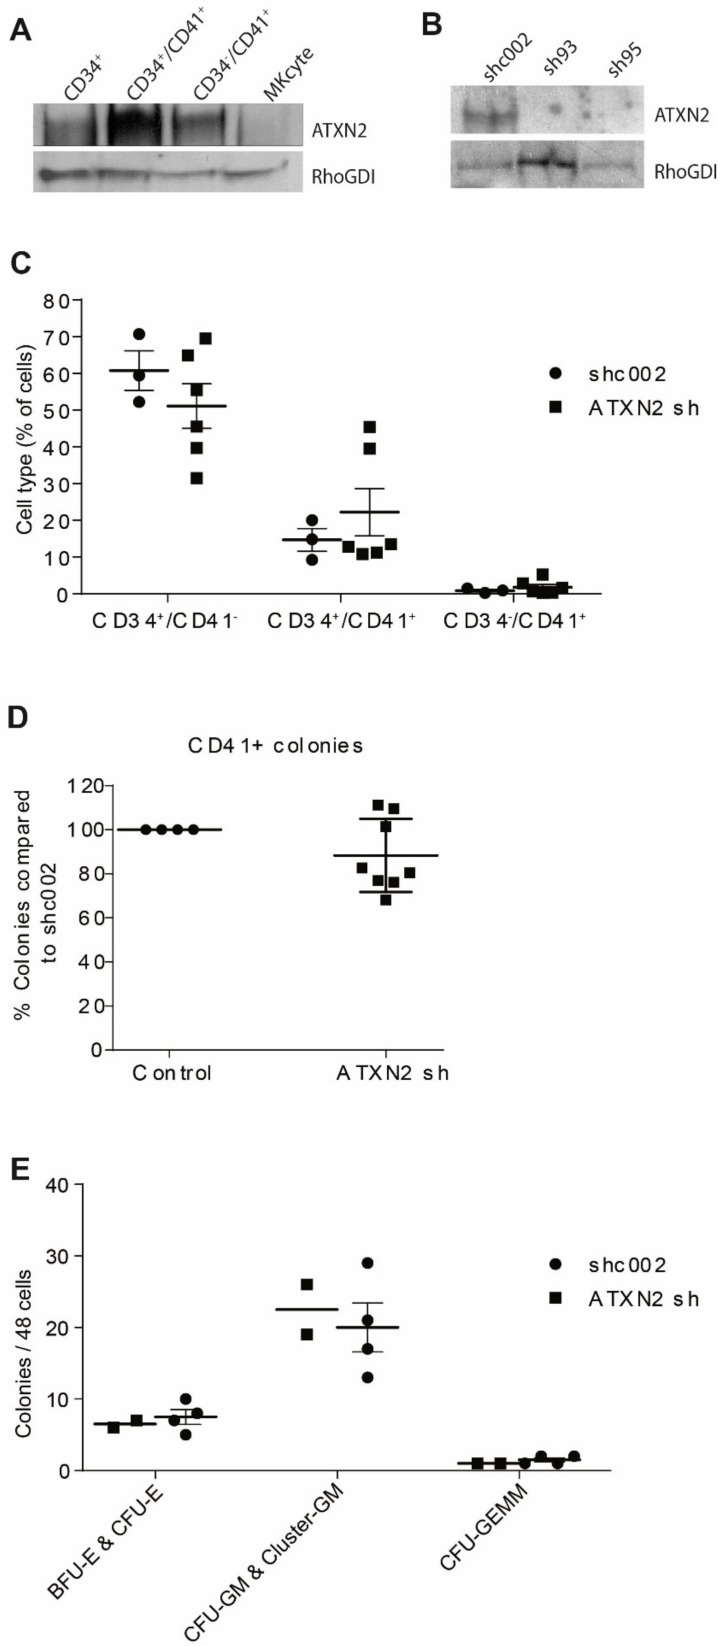
ATXN2 expression during megakaryopoiesis (**A**) Western Blots containing lysates of cells that represent different stages of megakaryopoiesis were stained for ATXN2 and RhoGDI (loading control). CD34^+^: uncultured cells, CD34^+^/CD41^-^ and CD34^+^/CD41^+^: sorted from day 7 MKs differentiation cultures, and CD34^-^/CD41^+^: harvested after an additional 7-day culture. (**B**) CD34^+^ cells were transduced with lentiviral vectors expressing green fluorescent protein (GFP) and shRNA directed against ATXN2 (sh93 or sh95) or control shRNA (sh002). GFP positive cells were sorted 48hours after transduction and cultured for three days. ATXN2 and RhoGDI expression was analysed in total cell lysates. (**C**) CD34^+^ cells, were transduced with shc002 (control shRNA), sh93, or sh95 (taken together as ATXN2 sh) and cultured for 5 days. Expression of CD34 and CD41 was assessed by flow cytometry, *n* = 3. (**D**) CD34^+^ cells were transduced with shc002, sh93 or sh95 and seeded into semisolid medium promoting megakaryocytic colony formation. After two weeks, CD41^+^ colonies were counted, shc002 set to 100%, *n* = 3. (**E**) Cells were transduced with shc002, sh93 or sh95 and single cell sorted into single well with semisolid medium. After two weeks, the amount of burst forming unit erythroid (BFU-E), colony forming unit erythroid (CFU-E), colony forming unit granulocyte macrophage (CFU-GM), and colony forming unit granulocyte, erythrocyte, macrophage (CFU-GEMM) were counted, *n* = 2 (ATXN2 sh) or *n* = 4 (control). Horizontal dash and error bars in **C**–**E** indicate mean and standard deviation.

**Figure 2:**
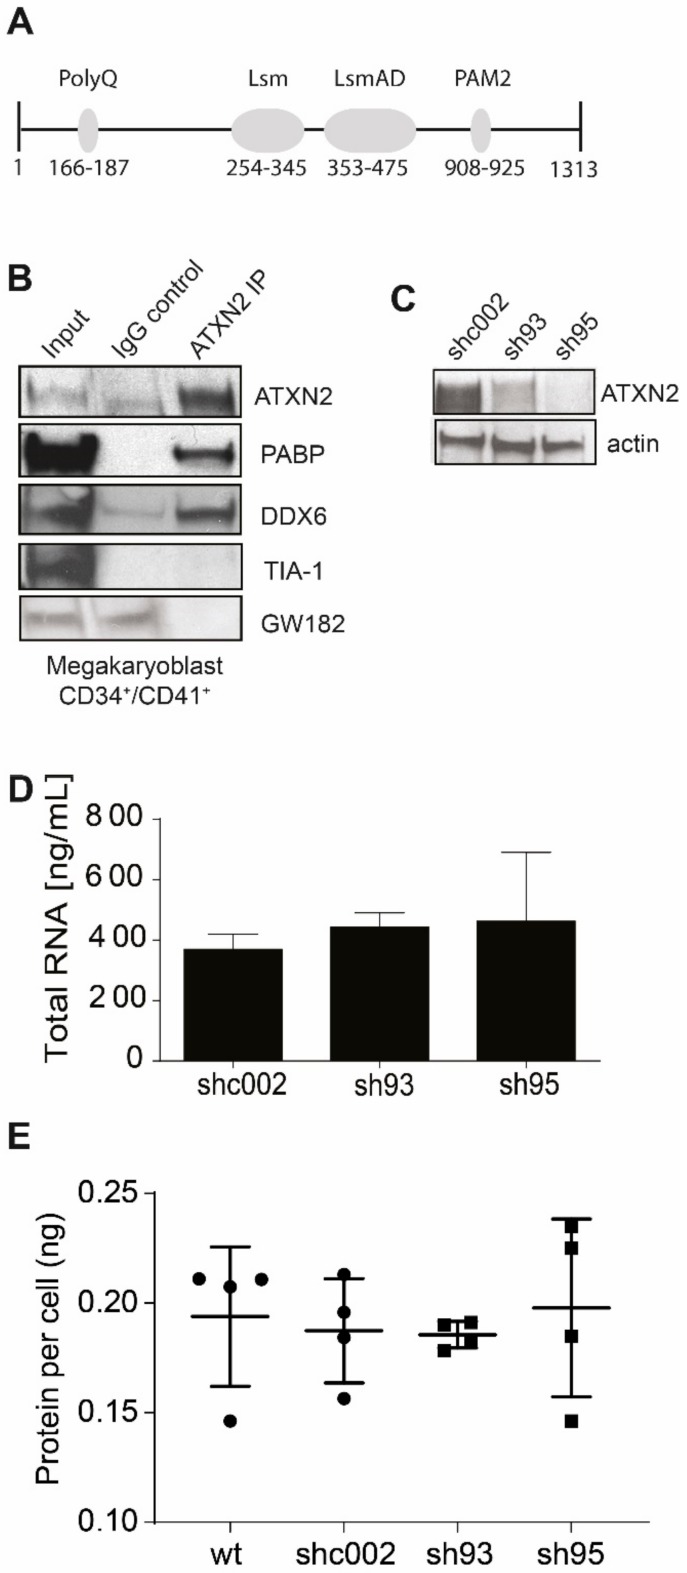
ATXN2 associates with proteins implicated in mRNA storage and decay. (**A**) Schematic representation of functional domains within ATXN2, positions indicate amino acids. PolyQ (polyglutamine tract), Lsm (Like Sm), LsmAD (Like Sm associated domain), PAM2 (poly(A)-binding protein interacting motif). (**B**) Immunoprecipitation (IP) using ATXN2 antibody (ATXN2 IP) or control antibodies (IgG control) in CD34^+^/CD41^+^ MKBLs. Input is cell lysate before IP. Membranes were probed for PABP, DDX6 and TIA-1 and GW182. (**C**) Western blot of total cell lysate, harvested 3 days after transduction of MEG-01 cells with lentiviral vector expressing shRNA (shc002 control or ATXN2 sh93 or sh95), stained for ATXN2 and actin (loading control), representative image, *n* = 5 (**D**) RNA content measured in MEG-01 cells after *ATXN2* depletion (day 7) compared to control cells (shc002), *n* = 5. (**E**) Protein content in 10^6^ MEG-01 cells in absence and presence of *ATXN2* (day 16; control indicates non-transduced MEG-01), *n* = 4. Horizontal dash and error bars in C-E indicate mean and standard deviation.

**Figure 3:**
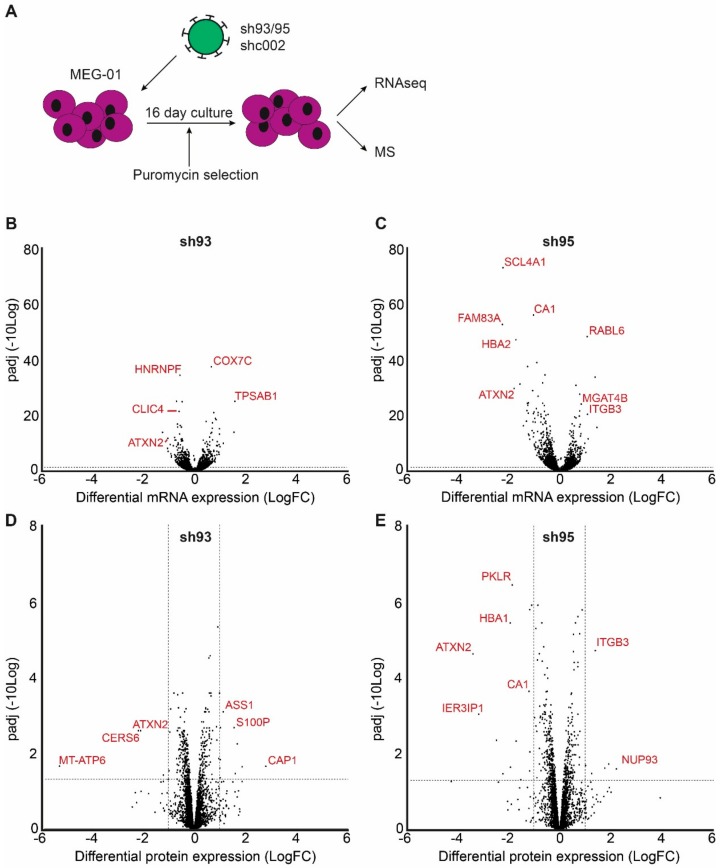
Deregulation of RNA and protein content in MEG-01 cells after ATXN2 depletion (**A**) Schematic representation of MEG-01 transduction with lentiviral vectors expressing shc002 control, or *ATXN2*-directed sh93 or sh95 shRNA. Transduced cells were selected for puromycin resistance throughout the culture period. Cells were harvested 16 days post-transduction for parallel RNA sequencing and mass spectrometry analysis. (**B–E**) Differentially expressed genes (FDR < 0,05, *n* = 3) between shc002 and sh93 (**B**,**D**) or sh95 (**C**,**E**) transduced cells were identified on mRNA (B, C) and protein (**D**,**E**) level. A Differential expression (log2 fold change) is plotted against the adjusted p value (padj transformed as –log10 values). A selection of genes is marked.

**Figure 4:**
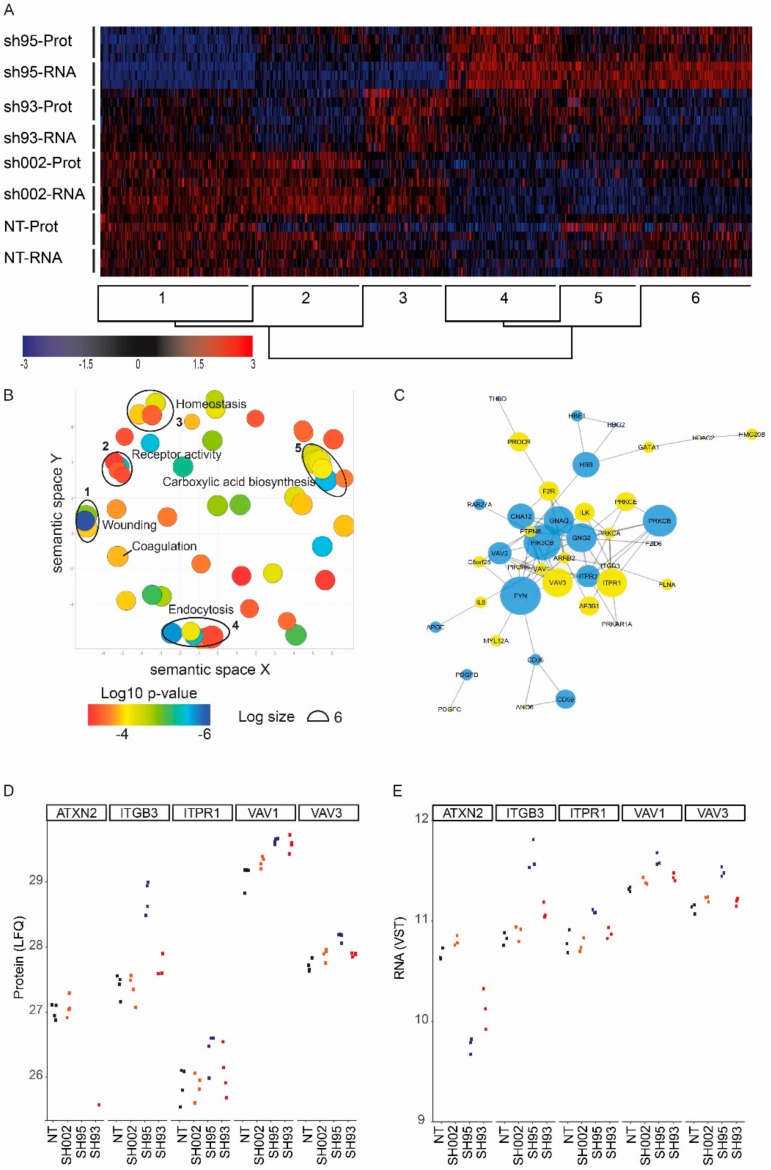
Gene ontology analysis links ATXN2 to platelet-related or haemostasis pathways. (**A**) Hierarchical clustering of genes that are differentially expressed at the RNA level between sh002 (control) and sh95 transduced MEG-01 cells (FDR < 0,05) and significantly detected by mass spectroscopy. (row clusters, k = 6, blue = downregulated, red = upregulated). Genes are listed in Supplemental Table S2. These genes were subjected to GO Term enrichment analysis. (**B**) Deregulated processes upregulated upon ATXN2 depletion were visualized with REVIGO, clustering similar GO terms together in a semantic space (full list of GO terms in Supplemental Table S5). Closely related GO terms were encircled, numbers correspond to column “RIVIGO” in Supplemental Table S2. (**C**) STRING analysis of deregulated genes associated to the GO term coagulation, blue downregulated and yellow upregulated genes. Node size corresponds with known interactions (more = larger) with other proteins within the cluster. (**D,E**) Expression level of ATXN2 and a selection of genes that are associated with platelet function in non-transduced cells (NT), sh002 control, sh95 or sh93 transduced MEG-01 cells measured by (**D**) label-free quantification (LFQ) of protein and (**E**) variance-stabilizing transformed (VST) mRNA expression.

**Figure 5:**
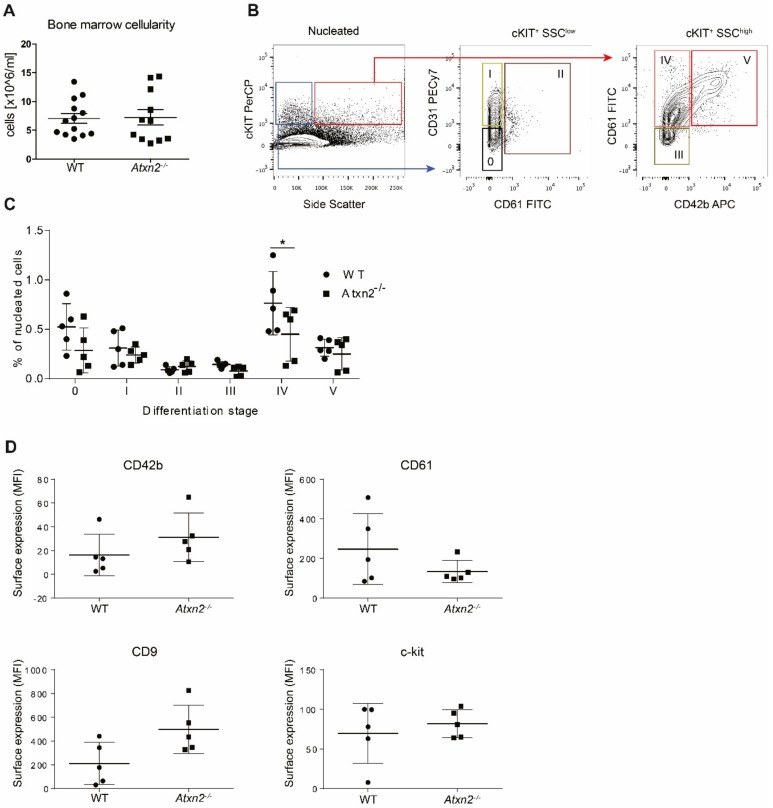
ATXN2 deficiency alters early megakaryocytic differentiation. (**A**) Femurs of *WT* or *Atxn2^−/−^* mice were crushed, and bone marrow cellularity (recovered nucleated cells) per femur was determined *n* = 8 (**B**) Stages 0, I and II of megakaryopoiesis were characterised based on cKit expression and low side scatter (blue box, first panel) and subsequently divided in the 3 stages based on CD31 and CD61 expression (second panel). Stages III, IV and V were characterised based on cKIT expression together with high side scatter (SSC^high^)(red box first panel) and subsequently on CD61 and CD42b expression (third panel). The percentage of cells in each stage was calculated as a percentage of all nucleated cells measured in the first panel. (**C**) Percentage of different MKs differentiation stadia in *WT* or *Atxn2^−/−^* mice femurs, * *p* < 0.05. (**D**) Expression of MKs surface proteins CD42b, CD61, CD9 and c-Kit measured by flow cytometry on cells isolated from femurs of *WT* and *Atxn2^−/−^* mice. Expression is given as mean fluorescent intensity (MFI) in arbitrary units. *n* = 5.

**Figure 6:**
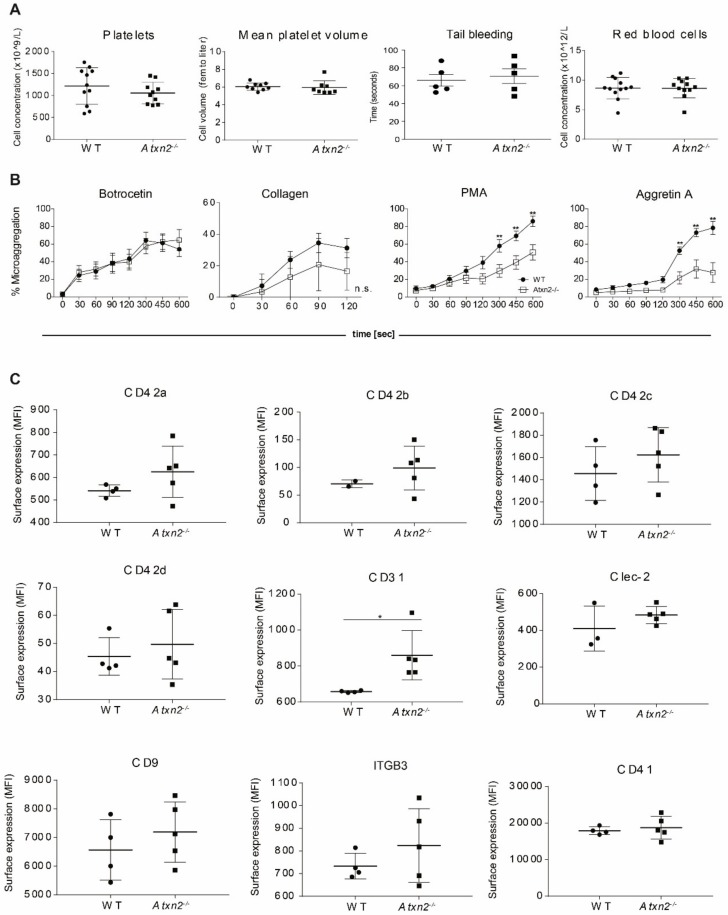
ATXN2 deficiency causes a platelet aggregation defect. (**A**) Concentration of platelets and platelet size, tail bleeding time and concentration of red blood cells in blood obtained by retroorbital sampling from *WT* and *Atxn2^−/−^* mice, *n* = 8. (**B**) To measure aggregation of PLTs from *WT* or *Atxn2^−/−^* mice, PLTs were isolated and split into two separate tubes, labelled with different fluorochromes, and mixed. PLTs were activated with PMA (100 ng/ml), Aggretin (300 µM), botrocetin (10 µg/ml) or collagen (10 µg/ml) and the increase in double labelled aggregates (percentage) over time was measured by flow cytometry, *n* = 5, ** *p* < 0.01. (**C**) Platelet receptor surface expression measured with flow cytometry on *WT* or *Atxn2^−/−^* PLTs in resting state, expression level indicated as mean fluorescent intensity (MFI), *n* = 5, * *p* < 0.05.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/3/967/s1. Table S1: Normalized read counts RNAseq after 16 days of ATXN2 depletion in MEG-01. Table S2: related to Figure 3B,C. Fold change and *p*-value of sh93 and sh95 after ATXN2 depletion based on RNAseq. Table S3, related to Figure 3D,E, Figure 4D. Log2 transformed protein expression for detected genes by mass spectrometry. Table S4, related to Figure 4A. Z-scored protein and RNAseq expression, of significant genes of sh95 that were also detected on protein level. Table S5, related to Figure 4B. Full list of Go Terms that were differentially up and down regulated based on mRNA expression upon ATXN2 depletion with sh95 in MEG-01.

How the deposited data were processed for this re-analysis (not part of the article)

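Poly(A) RNA of MEG-01 megakaryoblasts was measured by sequencing in 12 libraries, 3 each of non-transduced cells (NT), cells with the non-targeting hairpin sh002, and cells with the hairpins sh93 or sh95 against ATXN2. The transduced cells were taken 16 days after transduction. The authors made the libraries with the NEBNext Ultra kit and sequenced them on an Illumina HiSeq. Their methods name Salmon with parameters of STAR, hg38, a UCSC gene annotation and DESeq2's size factors. The submitters' processing notes name FastQC and STAR on hg38. The versions of these tools are not given in the sources used here. The authors deposited 2 kinds of values per Ensembl gene. The first are raw counts, which are whole numbers with no normalization. The second are variance-stabilized values from DESeq2 on a log2 scale, which rank the genes within each library as the counts do (rank correlation 1) and have a floor of 8.58 for a count of 0. The counts per library were 18321131 to 20161500 for NT, 18012591 to 20644855 for sh002, 16094367 to 17212795 for sh93 and 18220590 to 19883092 for sh95. The mass spectrometry data, the mouse data and the platelet data of the paper were not used here.

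All counts came from the deposited raw counts. Genes were kept by edgeR's filterByExpr (minimum count 10, minimum total 15), which left 13804 genes, and were scaled with TMM. A single quasi-likelihood model in edgeR held the 4 groups, and sh93 and sh95 were each compared with sh002, as in the paper, and with each other, and NT with sh002. The p-values were adjusted by the Benjamini-Hochberg method, with calls at an adjusted p under 0.05. The common dispersion was 0.0027. R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Gene positions, transcripts and 3' UTRs came from GENCODE release 44 on hg38, where 57754 of the gene IDs were found. No 2 libraries of a group were copies of each other, since the chi-square between them was 2.27 to 7.62 times its degrees of freedom over 12 pairs.

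A total of 24 gene lists were written from textbook knowledge before the data were examined, together with the comparisons, the rule for the genes named and all alternatives except 1. They were platelet surface receptors, platelet granule proteins and granule biogenesis, coagulation cascade and fibrinolysis, platelet activation signalling, megakaryocyte cytoskeleton, globins, haem synthesis and erythroid iron uptake, red cell membrane and other erythroid genes, megakaryocyte-erythroid transcription factors, mast cell and basophil markers, granulocyte and monocyte markers, stem and progenitor markers, lymphoid markers, ATXN2 partners with P-body and stress granule proteins, cholesterol synthesis, interferon response, integrated stress response and ER stress, p53 targets, cell cycle, endocytosis, mitochondrial-encoded transcripts, cytosolic ribosomal proteins, nuclear respiratory chain subunits, and replication-dependent histones. Of their symbols, 4 were not found. Some lists hold genes that the paper reports as changed in these libraries. Lists were compared with all other genes by limma's camera with a preset correlation of 0.01, adjusted over the lists, beside camera with an estimated correlation. Camera tests for a shift of the list in a common direction. The 5 platelet and megakaryocyte lists were joined into a single list after the data were seen and compared with all other genes by Fisher's exact test. The genes named were the 8 largest falls and 8 largest rises with each hairpin, 5 and 5 in the comparisons of sh95 with sh93 and of NT with sh002, the 8 largest shared and 6 largest opposite changes, every gene the paper names in its text on these data or labels in Figures 3 and 4, and up to 4 members of each list with the smallest p. The ranked genes had a mean of at least 50 counts. For those ranked within a single comparison, each library of a group also lay above each library of the other, which was not required of the shared and opposite changes. The first part of the paper's Tables S1 and S2 had been seen before the rule was written. Outside it, and chosen after the values were seen, are the additional NT comparisons given beside named genes. Not all genes that the rule selects are named in the text.

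The overlap of the hairpins was set against that of independent lists and against comparisons with separate controls, and the correlation of their changes against 50 simulated draws of unchanged groups. Each comparison of 3 libraries with 3 was repeated on all 10 splits of its libraries. The number of calls and the size of changes were tested on simulated data. A set of 30 genes raised 1.2-fold in simulated data was found by camera, and 0 of 20 random lists were called. For matches of the hairpins in 3' UTRs, the log2 fold changes of 11775 genes were regressed on the presence of each of 16180 words of 7 bases in the canonical 3' UTR, and a word planted with a change of -0.10 took rank 1 in each of 5 comparisons. The alternatives were DESeq2, limma's voom, limma on the deposited variance-stabilized values, size factors of DESeq2's kind or upper-quartile factors in edgeR, no filter or at least 10 counts in every library, a fit of only the 2 groups compared, the replicate number as a block, leaving out each library in turn, NT or NT with sh002 as the control, separate controls for the hairpins, an adjusted p under 0.01, an added log2 fold change above 1, and for lists the estimated correlation and fry. Leaving out genes whose 3' UTR holds a word of the hairpin target was added after the data were seen.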

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

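The tests of a difference of the sh002 libraries, of a response in proportion to ATXN2 and of guides trimmed at their 5' end were chosen only after the result was seen.

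The hairpins differed from each other by a direct test. Between sh95 and sh93, 3546 genes differed (1754 higher and 1792 lower), and 163 genes were called in opposite directions against sh002. Red cell genes had a median log2 fold change of -0.48 between sh95 and sh93, with 25 of 31 lower (camera, adjusted p = 3.43e-14, and 0.0847 with an estimated correlation). Ribosomal protein genes had a median of -0.10, with 28 of 78 lower (camera, adjusted p = 3.84e-06, and 0.582 with an estimated correlation). PRSS57 differed most among the genes named, by -3.58. Cells without a hairpin differed from sh002 in 840 genes. This count was 515 without NT replicate 2, 413 without sh002 replicate 1 and 388 without sh002 replicate 2. TPSAB1 was 1.61 higher in NT cells on the log2 scale and RABL6, a RAB-like GTPase gene, 1.32 higher.

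For each comparison, 10 splits of its 6 libraries are too few for a share under 0.05, and in each 1 of the 10, the real one, gave as many calls. In fits of the 2 groups alone the real split gave 2696 genes for sh93 and 3633 for sh95 against sh002, 3860 for sh95 against sh93, and 552 for NT against sh002. The highest other split gave 1, 0, 0 and 1.

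The 774 genes that moved the same way with both hairpins could reflect loss of ATXN2 or a shift of the shared sh002 libraries. With separate controls the same-direction overlap was still at least 1.88 times that of independent lists. The opposite-direction overlap was also 1.24 times that of independent lists, which are thus too low a baseline. Of the genes called in both, 60.5% (NT for sh93) and 63.0% (NT for sh95) moved the same way. This excess over opposite moves argues against the sh002 libraries as the whole cause. The seed site of the designed sh002 guide was no more frequent in the genes higher in sh93, sh95 and NT than in sh002 (odds ratio 0.986, interval 0.474 to 1.86), and this interval leaves a modest effect open. The word GAAGAGC of the sh002 target was, with 43.9% of these genes against 11.6% of others (odds ratio 5.98), but the word was chosen from the same libraries. With the word chosen from 1 replicate of sh002 and NT and the genes called without these libraries, the odds ratios were 2.31 (interval 1.1997 to 4.25, AAGAGCA), 8.20 and 5.50 (GAAGAGC). For all genes higher with both hairpins they were 1.30 (interval 0.909 to 1.82), 1.84 and 2.34, so a part of the shared rises may come from genes lowered by sh002 itself. Genes lower with both hairpins carried words of the hairpins' own targets more often too. With the word chosen from 1 replicate and the genes called without it, the odds ratios were 1.93 to 2.05 for sh95 and 1.80 to 2.37 for sh93. They were smaller than for all genes lower with sh95 (2.79 to 2.95) or with sh93 (2.22 to 2.73). Genes lower with both were selected as lower with each hairpin, which by itself brings in its word. This test therefore cannot tell whether pairing has a part in the shared falls. Of the 774 genes, 300 were also called in that direction against NT with both hairpins. NT differed from sh002 in that direction for 171 of the 774, in the opposite direction for 15, and was not called for 588. Loss of ATXN2 stays open for the 300 and for the others, since a missed threshold against NT does not exclude it.

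Erythroid genes fell with sh95 more than with sh93. With sh95 the camera calls of their lists were lost with an estimated correlation (adjusted p = 0.0674 for red cell genes, 0.0674 for haem and 0.0901 for globins). Over all 31 red cell genes the median log2 fold change was -0.41 with sh95 and 0.07 with sh93. Over the 34 members of the globin, haem and red cell lists that were lower with sh95, the median log2 fold change was -0.61 with sh95. With sh93 it was 0.03 (interval -0.11 to 0.08, bootstrap over the genes), where a response in proportion to the loss of ATXN2 mRNA would give -0.34. That interval treats the genes as independent and leaves out the spread among libraries. Selecting genes lower with sh95 by itself enlarges the -0.61 and the -0.34, so this comparison alone cannot exclude a proportional response. With sh93, 6 of the 34 were lower and 6 higher. The seed site of the designed sh95 guide was in 0% of the 33 with an annotated 3' UTR, and the word TTTGGTA of the sh95 target in 21.2% of them, against 17.3% of other genes, so direct pairing in 3' UTRs is unlikely to be the cause for most of them. A response that starts only under a low level of ATXN2, and an indirect effect of sh95 on another gene, stay open and were not tested.

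Genes lower with a hairpin than in NT cells carried words of that hairpin's own target. The seed site of the designed guide ranked at percentile 74.1 of all words for sh002, 3.71 for sh93 and 17.4 for sh95, which argues against the designed seed for sh002 and sh95 and leaves it open for sh93. The words GAAGAGC of sh002 (t = -6.77), ATAGAGC of sh93 (t = -8.84) and TTTGGTA of sh95 (t = -10.07) each had the lowest value of all 16180 words, where chance gives a word of the target a share of 0.0927%. The best word of another hairpin's target was AAGAGCA of sh002 for sh93, at rank 6 (t = -4.24), which shares AGAGC with ATAGAGC. With the word chosen from 1 replicate of the hairpin and NT and the genes called without these libraries, the odds ratios were 2.79 to 2.95 (TTTGGTA) for genes lower with sh95 than with sh002, and 2.22 (TAGAGCA) to 2.73 (ATAGAGC) for those lower with sh93. A candidate explanation is a guide that starts several bases further in than designed and lowers other mRNAs, which small RNA sequencing could test and which would account for only a part of the lower genes.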

How the results depend on the processing

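Leaving out genes whose 3' UTR holds a word of the hairpin target was chosen only after the result was seen. Of the values recomputed under the alternatives, 113 of 132 counts stayed within 1.5 times. Of 912 list tests 835, and of 6168 values of named genes 5819, kept their side of the threshold, and their direction where past it. Values past the threshold in neither fit are included there whatever their sign. Of the list tests, 48 became weaker and 28 stronger, and of the named genes 219 and 88. The fall of ATXN2 passed the test under every alternative run, with log2 fold changes of -1.48 to -1.25 with sh93 and -2.51 to -2.37 with sh95 without single libraries.

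At an adjusted p under 0.01 the genes changed were 1132 for sh93, 1967 for sh95, 2126 for sh95 against sh93, 340 for NT against sh002 and 439 with both hairpins, since the threshold is stricter. With an added log2 fold change above 1 they were 188, 262, 292, 68 and 40. Leaving out 1 library gave 1412 to 1780 genes for sh93, 2399 to 2686 for sh95, 2615 to 3028 for sh95 against sh93, 388 to 1013 for NT against sh002, where 840 were called with all libraries, and 589 to 788 with both, and the cause was not tested. A fit of the 2 groups alone gave 552 genes for NT against sh002, and the cause was not tested. The replicate block gave 2130 genes for sh93, 3157 for sh95 and 898 with both. Without genes whose 3' UTR holds the word of the hairpin target, or that have no annotated 3' UTR, 872 genes were higher and 952 lower with sh93, and 1272 higher and 1096 lower with sh95. The scaling moved the median of all genes by less than 0.03, and the share of higher genes among those changed with sh93 was 47.7% with TMM and 56.8% with upper-quartile factors, and with sh95 47.2% and 52.1%.

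With an estimated correlation no list call held. The adjusted p was 0.414 for ribosomal proteins with sh93, and with sh95 0.118 for platelet receptors, 0.142 for granule proteins, 0.0901 for activation signalling, 0.0674 for red cell genes and 0.0768 for cholesterol synthesis, and the cause was not tested. For the cytoskeleton with sh95 the estimated correlation was -0.0006, under the preset 0.01, yet camera's unadjusted p rose from 0.00238 to 0.00869. For the interferon response with sh93 it was -0.011, and that p rose from 0.00443 to 0.0114. These values argue against a higher correlation as the cause for these lists. The granule list had 0.0536 with the replicate block, 0.125 with NT as the control and 0.0299 to 0.0710 without single libraries, and the cause was not tested.

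With NT as the control, the sign changed for these named genes that were called against sh002 or against NT. With sh93 they were CD34 (1.39), CD36 (-0.63), FAM178B (-0.60), GAD1 (0.72), GNG11 (0.50), ITGAL (0.45), MGAT4B (-0.21), MRC2 (-0.0042), PECAM1 (0.35), PLVAP (-0.14), PRKCB (-0.21), PTPN6 (-0.048), RABL6 (-0.90), TMEM200A (0.036), TULP3 (-0.56), ACTN4 (-0.032), CPOX (-0.048), EPOR (-0.18), LDB1 (-0.11), SLC25A37 (-0.13), RRM2B (0.26), EPN1 (-0.30) and ACTN1 (-0.16). The list of stem and progenitor markers changed sign too (adjusted p = 0.0334). With sh95 they were FLNA (-0.10), GAD1 (0.46), GATA1 (-0.038), GDF15 (-1.40), HAPLN3 (0.077), ITGAL (0.75), MGAT4B (-0.15), RABL6 (-0.16), TPSAB1 (-0.25), TPSB2 (-0.37), TULP3 (-0.21), BBC3 (-0.0058), EPN1 (-0.014) and TBXA2R (-0.39). With NT and sh002 together as the control, by the same limit, CD34 (0.66), CD36 (-0.26) and RABL6 (-0.24) changed sign with sh93, and GDF15 (-0.69) and ITGAL (0.17) with sh95. Beyond the difference between the controls, the cause was not tested.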

Differences from the paper's values

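The paper reports 1255 differentially expressed genes for sh93 with DESeq2 at an FDR under 0.05, and 2183 were called here with edgeR at the same threshold. Of the alternatives set before the data were examined, DESeq2 (1872), each fit without a single library (1412 to 1780) and an adjusted p under 0.01 (1132) came within 1.5 times the paper's value, and the other 11 did not. For sh95 the paper reports 1842 genes and 3235 were called here. DESeq2 (2717), each fit without a single library (2399 to 2686) and an adjusted p under 0.01 (1967) came within 1.5 times, and the other 11 did not. For the overlap the paper reports 454 genes and 937 were called here. An adjusted p under 0.01 (439), and the fits without sh002 replicate 1 (589), sh002 replicate 2 (606) or sh93 replicate 2 (639) came within 1.5 times, and the other 20 alternatives, DESeq2 (794) among them, did not.

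The first 1249 entries of the paper's Table S2 were held here, with the log2 fold change and its standard error. For 29 of the 44 values compared the difference was within the larger error. Of the paper's Table S1, 1998 rows were held, and it does not hold the deposited values. Its lowest value is 9.08, against 8.577 in the deposited VST values, and of 23964 values of 1997 genes, 272 lay at that floor where the deposited count was above 0 and 402 lay above it where the count was 0. Whether Table S2 came from the deposited counts was not tested. Differences of VST values can be smaller than log2 fold changes (for ATXN2 with sh93, -0.68 against -1.36), so where only the VST values come within the error below, the scale alone may bring them there. For SLC4A1 the paper's value is -0.82 with sh93, against -0.70 here, and the alternatives within its error were no filter (-0.71), without sh002 replicate 2 (-0.79) and without sh93 replicate 3 (-0.75). With sh95 the paper's value for SLC4A1 is -2.26, against -2.42, and those within its error were without sh002 replicate 1 (-2.35), sh95 replicate 2 (-2.37) or sh95 replicate 3 (-2.40). For ITGAL with sh93 the paper's value is -0.34, against -0.71, with only limma on the deposited VST values (-0.24) within the error. For TBXA2R with sh93 it is 0.72, against 0.97, with only NT and sh002 together as the control (0.64) within the error. For CD79B with sh93 it is 0.13, against 0.45, with the fits without sh002 replicate 2 (0.20), without sh93 replicate 3 (0.33), both controls together (0.13) and the VST values (0.074) within the error. For CD79B with sh95 it is 0.12, against 0.37, with the fits without sh002 replicate 2 (0.12), sh95 replicate 2 (0.34) or sh95 replicate 3 (0.33), both controls together (0.057) and the VST values (0.060) within the error. For CD4 with sh95 it is 0.078, against 0.15, with no filter (0.14), the 2 groups alone (0.14), without sh002 replicate 2 (0.12) or sh95 replicate 1 (0.12), NT as the control (0.053), both controls together (0.10) and the VST values (0.12) within the error. For PIK3CB with sh93 it is 0.26, against 0.38, with the fits without sh002 replicate 3 (0.34), without sh93 replicate 2 (0.34) and the VST values (0.28) within the error. For PABPC1 with sh93 it is 0.11, against 0.011, with upper-quartile factors (0.031), NT as the control (0.070) and both controls together (0.041) within the error. For FGFR3 the paper's values are 0.13 with sh93, against 1.01, and -0.59 with sh95, against -1.18, with only the VST values for sh93 (0.21) within the error. For FERMT2 they are 0.27 with sh93, against 0.67, and 0.58 with sh95, against 1.39, with NT as the control (0.31) and the VST values (0.13) for sh93 within the error and none for sh95. For RAB27A they are -0.73 with sh93, against -1.07, and -0.48 with sh95, against -0.77, with no alternative within the error. The alternatives not named for a value differed from the paper's.

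Of the 31 genes drawn as changed in Fig. 4C that were tested, 30 moved with sh95 as drawn. FYN is drawn as lower and its log2 fold change was 0.32 here, while the paper's Table S2 gives 0.29 for it. The paper names ILK among the differentially expressed genes, and with 1 to 9 counts per library it could not be tested here. The paper states that CD36, ITGB3, F2R, VAV1, VAV3 and AP3B1 were deregulated, and they passed the test here with sh95 (log2 fold changes -1.31, 1.19, 0.59, 0.34, 0.36 and 0.20) but not with sh93 (0.12, 0.13, 0.19, 0.08, 0.03 and 0.05). The paper's analysis of processes used sh95. With NT as the control F2R (0.39), VAV1 (0.20), VAV3 (0.25) and CD36 (-0.63) also passed with sh93, and with both controls together F2R (0.29), VAV1 (0.14), VAV3 (0.14) and CD36 (-0.26). F2R passed with sh93 under upper-quartile factors (0.21), no filter (0.18), the 2 groups alone (0.19) and without sh93 replicate 3 (0.25) too.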

Other observations

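Erythroid genes fell together with sh95. Of 31 measured genes of the red cell membrane and other erythroid genes, 21 were lower with sh95 and the other 10 did not pass the test (23 adjusted over the list alone), with a camera adjusted p of 2.94e-14, and 0.0674 with an estimated correlation. With sh93, 8 of them were higher and 4 lower (12 and 7 adjusted over the list alone, camera adjusted p = 0.506), while against NT cells 4 were higher and 6 lower, with a median of -0.077 where it was 0.065 against sh002. Among the haem genes, 9 were lower with sh95 and the other 9 did not pass the test (12 adjusted over the list alone, camera, adjusted p = 3.50e-05, and 0.0674 with an estimated correlation), and with sh93 3 were higher and 2 lower (adjusted p = 0.567). Of 6 globin genes, 4 were lower with sh95 and the other 2 did not pass the test (5 adjusted over the list alone, camera, adjusted p = 6.47e-05, and 0.0901 with an estimated correlation), while with sh93 2 were lower (adjusted p = 0.673), where the median of the list was 0.11 and its mean -0.18. ALAS2, the first enzyme of haem synthesis in red cells, fell by 1.65 on the log2 scale with sh95 (standard error 0.11, adjusted p = 1.60e-10 from edgeR's quasi-likelihood test), the pyruvate kinase gene PKLR by 1.51, and CA1, a carbonic anhydrase, by 1.08. HBA2 fell by 2.02 and HBA1, a near-identical copy that may share its reads, by 1.56. The ferrochelatase gene FECH, with TTTGGTA of the sh95 target in its 3' UTR, fell by 0.93.

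Most of the measured cholesterol synthesis genes were lower with sh95, and most of the measured mast cell markers were higher with sh95. Of 25 genes of cholesterol synthesis and uptake, 1 was higher and 15 lower with sh95 (2 and 16 adjusted over the list alone, camera, adjusted p = 1.61e-07, and 0.0768 with an estimated correlation), and 7 were lower with sh93 and the other 18 did not pass the test (8 adjusted over the list alone, adjusted p = 0.0518). That value for sh93 passed the test without sh002 replicate 2 (adjusted p = 0.0354), sh002 replicate 3 (0.0264) or sh93 replicate 2 (0.0458), with NT (0.00921) or both groups (0.00864) as the control, without a filter, and from DESeq2, voom and the VST values. Of 16 mast cell and basophil markers, 6 were higher and 2 lower with sh93 (7 and 2 adjusted over the list alone, camera, adjusted p = 0.00123, and 0.234 with an estimated correlation), and 10 were higher and 1 lower with sh95 (10 and 1 adjusted over the list alone, adjusted p = 6.47e-05 and 0.0674). KIT, the stem cell factor receptor, rose by 0.69 with sh95 (adjusted p = 2.32e-08 from edgeR), and HDC, which makes histamine, by 0.38 with sh93. Ribosomal protein genes had a median log2 fold change of 0.14 with sh93. Of the 78 measured, 31 were higher with sh93 and the other 47 did not pass the test (47 adjusted over the list alone, camera, adjusted p = 1.31e-12, and 0.414 with an estimated correlation), and 3 were higher with sh95 and the other 75 did not pass the test (1 adjusted over the list alone, adjusted p = 0.157), which passed without sh002 replicate 1 (0.0238) or sh95 replicate 3 (0.0276). Of 36 cell cycle genes, 1 was higher and 12 lower with sh93 (1 and 16 adjusted over the list alone, camera, adjusted p = 1.25e-05, and 0.414 with an estimated correlation), and 2 were higher and 11 lower with sh95 (3 and 14 adjusted over the list alone, adjusted p = 0.0189, and 0.583 with an estimated correlation), a call lost without sh95 replicate 2 (0.124). With NT as the control these adjusted p were 0.0778 and 0.902, and with sh95 0.190 with both controls together. TOP2A, a topoisomerase of dividing cells with ATAGAGC of the sh93 target in its 3' UTR, fell by 0.42 with sh93.

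Most of the stress response genes that changed with sh93 were lower. Of 28 genes of the integrated stress response and ER stress, 2 were higher and 11 lower with sh93 (2 and 13 adjusted over the list alone, camera, adjusted p = 0.0242, and 0.756 with an estimated correlation), a call lost without sh002 replicate 3 (0.0698) or sh93 replicate 2 (0.0545), and 3 were higher and 3 lower with sh95 (3 and 3 adjusted over the list alone, adjusted p = 0.714). The call with sh93 was lost by fry too (adjusted p = 0.157). Compared directly, 10 of the 28 genes were higher with sh95 than with sh93. XBP1, a transcription factor of ER stress, fell by 0.51 with sh93 (adjusted p = 8.04e-07 from edgeR). Of 33 interferon response genes, 9 were higher and 1 lower with sh93 (9 and 1 adjusted over the list alone, camera, adjusted p = 0.0242, and 0.234 with an estimated correlation), and 4 were higher and 1 lower with sh95 (3 and 1 adjusted over the list alone, adjusted p = 0.0468), a call lost without sh002 replicate 2 (0.0628), sh002 replicate 3 (0.0601) or sh95 replicate 1 (0.0879), with an estimated correlation (0.0901), upper-quartile factors or at least 10 counts in every library, and from DESeq2 (0.157), voom and the VST values. IFI27 rose by 0.81 with sh93. Of 20 p53 targets, 2 were higher and 2 lower with sh93 (2 and 2 adjusted over the list alone, adjusted p = 0.859), and 2 were higher and 5 lower with sh95 (3 and 5 adjusted over the list alone, adjusted p = 0.664). CDKN1A, the inhibitor p21, rose by 0.78 with sh93 (0.42 against NT cells, adjusted p = 0.0816) and 1.14 with sh95, while RRM2B, with TTTGGTA of the sh95 target in its 3' UTR, fell by 1.15 with sh95. Of 11 replication-dependent histone genes, whose RNA largely escapes poly(A) selection, 5 were higher with sh93 and the other 6 did not pass the test (6 adjusted over the list alone, camera, adjusted p = 0.0242, and 0.414 with an estimated correlation), a call lost without sh002 replicate 3 (0.136) or sh93 replicate 2 (0.0784) or with NT (0.473) or both groups (0.105) as the control, and 4 were lower with sh95 and the other 7 did not pass the test (4 adjusted over the list alone, adjusted p = 0.00377, and 0.186 with an estimated correlation).

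Of 42 endocytosis genes, 3 were higher and 3 lower with sh93 (4 and 4 adjusted over the list alone, camera, adjusted p = 0.685), and 12 were higher and 4 lower with sh95 (13 and 4 adjusted over the list alone, adjusted p = 0.0282, and 0.0901 with an estimated correlation), a call lost without sh002 replicate 3 (0.0651) or with NT (0.486) or both groups (0.177) as the control. Of 35 ATXN2 partners and proteins of P-bodies and stress granules, 4 were lower with sh93 and the other 31 did not pass the test (4 adjusted over the list alone, camera, adjusted p = 0.0518), which passed without sh002 replicate 3 (0.0447) or sh93 replicate 2 (0.0262), without a filter, and from voom and the VST values, and 1 was higher and 8 lower with sh95 (2 and 8 adjusted over the list alone, adjusted p = 0.08), which passed without a filter (0.0182). DCP2, a decapping enzyme gene with TTTGGTA of the sh95 target in its 3' UTR, fell by 0.53 with sh95 (adjusted p = 3.58e-07 from edgeR). The remaining lists did not pass camera's test with sh002 as the control. Of 39 nuclear respiratory chain genes, 6 were higher and 5 lower with sh93 (8 and 6 adjusted over the list alone, adjusted p = 0.567, and 0.0127 with NT as the control, where it was 0.417 with an estimated correlation), and 2 were higher and 6 lower with sh95 (2 and 6 adjusted over the list alone, adjusted p = 0.39). Of 13 mitochondrial transcripts, 1 was lower with sh93 and the other 12 did not pass the test (1 adjusted over the list alone, adjusted p = 0.954), and 1 was lower with sh95 and the other 12 did not pass the test (1 adjusted over the list alone, adjusted p = 0.811). Of 8 lymphoid markers, 4 were higher and 1 lower with sh93 (4 and 2 adjusted over the list alone, adjusted p = 0.13), and 2 were higher with sh95 and the other 6 did not pass the test (2 adjusted over the list alone, adjusted p = 0.283). Of 7 stem and progenitor markers, 1 was lower with sh93 and the other 6 did not pass the test (1 adjusted over the list alone, adjusted p = 0.51), and 2 were higher and 2 lower with sh95 (4 and 2 adjusted over the list alone, adjusted p = 0.564). With NT as the control these were 0.0334, with the sign changed, and 0.0275, and with an estimated correlation 0.417 and 0.144. Of 6 granulocyte and monocyte markers, 1 was higher with sh93 and the other 5 did not pass the test (1 adjusted over the list alone, adjusted p = 0.685), and 1 was higher and 1 lower with sh95 (2 and 1 adjusted over the list alone, adjusted p = 0.714).

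Cells with the control hairpin were not without differences from non-transduced cells. Transduction, puromycin selection, any sorting of the transduced cells alone and the hairpin cannot be told apart in this comparison. Of the 840 genes, 478 were higher and 362 lower in NT cells. CD34, a progenitor marker, had a log2 fold change of -1.46 in NT cells against sh002 (standard error 0.22, adjusted p = 0.000141 from edgeR's quasi-likelihood test), GNG11 of -1.23, GDF15, a stress-induced growth factor, of 1.42 and TULP3, with GAAGAGC of the sh002 target in its 3' UTR, of 1.66 (adjusted p = 7.18e-09). Stem and progenitor markers as a list were lower in NT cells (camera, adjusted p = 0.000381, and 0.102 with an estimated correlation), as were cell cycle genes (adjusted p = 0.00318 and 0.536) and nuclear respiratory chain genes (0.0101 and 0.535), and red cell genes were higher (0.0134 and 0.535). The count of 840 was 515 without NT replicate 2, 413 without sh002 replicate 1 and 388 without sh002 replicate 2.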
